# Integrated analyses of miRNAome and transcriptome reveal zinc deficiency responses in rice seedlings

**DOI:** 10.1186/s12870-019-2203-2

**Published:** 2019-12-26

**Authors:** Houqing Zeng, Xin Zhang, Ming Ding, Yiyong Zhu

**Keywords:** Rice (*Oryza sativa*), Zinc deficiency, microRNA, Transcriptome, Copper, Oxidative stress

## Abstract

**Background:**

Zinc (Zn) deficiency is one of the most widespread soil constraints affecting rice productivity, but the molecular mechanisms underlying the regulation of Zn deficiency response is still limited. Here, we aim to understand the molecular mechanisms of Zn deficiency response by integrating the analyses of the global miRNA and mRNA expression profiles under Zn deficiency and resupply in rice seedlings by integrating Illumina’s high-throughput small RNA sequencing and transcriptome sequencing.

**Results:**

The transcriptome sequencing identified 360 genes that were differentially expressed in the shoots and roots of Zn-deficient rice seedlings, and 97 of them were recovered after Zn resupply. A total of 68 miRNAs were identified to be differentially expressed under Zn deficiency and/or Zn resupply. The integrated analyses of miRNAome and transcriptome data showed that 12 differentially expressed genes are the potential target genes of 10 Zn-responsive miRNAs such as miR171g-5p, miR397b-5p, miR398a-5p and miR528-5p. Some miRNA genes and differentially expressed genes were selected for validation by quantitative RT-PCR, and their expressions were similar to that of the sequencing results.

**Conclusion:**

These results provide insights into miRNA-mediated regulatory pathways in Zn deficiency response, and provide candidate genes for genetic improvement of Zn deficiency tolerance in rice.

## Background

Zinc is one of the essential micronutrients which acts as a catalytic, regulatory or structural co-factor for a lot of enzymes and regulatory proteins in plants and animals [1]. The well-known Zn-containing proteins in plants include the enzymes like carbonic anhydrase, alcohol dehydrogenase and copper (Cu)/Zn superoxide dismutase (CSD), and lots of Zn-finger domain-containing proteins, which function in transcriptional regulation [1, 2]. Zn deficiency (−Zn) is a serious agricultural problem in arable soils worldwide due to the low availability of Zn that is caused by factors such as high pH, prolonged flooding, low redox potential, and high contents of bicarbonate, organic matter and phosphorus [3]. Zn deficiency in soils and plants can also result in human malnutrition through the intake of food that contains low concentrations of Zn and other micronutrients [4]. It is estimated that one-third of the human population, especially children and women suffer from Zn-deficiency-related health problems [5]. Thus, studies to better understand the mechanisms of Zn deficiency response and tolerance in plants can help to develop crops with increased Zn use efficiency, Zn concentration, and Zn deficiency tolerance [4, 6–8].

Rice (*Oryza sativa*) is the second most cultivated crop and the main staple food for three billion people in the world. However, Zn deficiency is becoming one of the most widespread soil constraints affecting rice productivity [9, 10]. Much effects have been made to elucidate the physiological and biochemical mechanisms associated with Zn deficiency response and tolerance in plants [11–13]. These mechanisms include increasing Zn availability for root uptake by adjusting the root system architecture, releasing of phytosiderophores and organic acids, and formation of arbuscular mycorrhiza symbiosis [6, 14, 15]; expanding the generation of crown roots [16]; involvement of transporters such as ZRT, IRT-related proteins (ZIPs), metal tolerance proteins and heavy metal tolerance family proteins in Zn uptake and translocation [17–21]; adjusting the expression of Zn-requiring enzymes [2, 13]. Recently, transcriptomic profilings were analyzed to identify Zn-responsive genes in plants [22–24]. Four genes up-regulated in Zn-efficient rice varieties under Zn deficiency were reported to be candidate genes conferring Zn efficiency [22]. A large number of Zn deficiency responsive genes were found to be associated with calcium, sugar and hormonal signals in soybean [23]. Although some progress has been made, the molecular regulatory mechanisms underlying Zn deficiency response and tolerance is still limited.

microRNAs (miRNAs) are endogenous small noncoding RNAs which are 20 to 24 nucleotides in size and generated from a single-stranded RNA precursor with a hairpin secondary structure [25]. They are known to direct target mRNA cleavage, translational repression, and DNA methylation on the basis of sequence complementarity with their target genes. In plants, miRNAs mainly direct mRNA cleavage and have important functions in the regulation of growth and development and various environmental stress responses [26–32]. For example, miR156 is involved in controlling rice grain size, panicle branching, crown root development and flowering time by targeting SPL transcription factor genes [27, 33, 34]; miR164 regulates lateral root development, leaf senescence, grain yield and drought stress tolerance [35–37]. miRNAs also regulate plant responses to multiple nutrient deprivation stresses and are involved in nutrient homeostasis regulation [38–40]. For instance, miR399, miR827 and miR778 are induced by phosphate deficiency and are involved in regulating phosphate homeostasis by regulating ubiquitin-conjugating E2 enzyme *PHO2*, RING-type ubiquitin E3 ligase *NLA*, and histone H3 lysine 9 (H3K9) methyltransferase *SUVH6*, respectively [40–43]; miR397, miR398, miR408 and miR857 are involved in Cu homeostasis regulation by controlling the expression of Cu-containing proteins [39, 44]. By using miRNA microarray, eight miRNA families were identified to be responsive to Zn deficiency in *Sorghum bicolor*, and two Cu/Zn superoxide dismutase genes *SbCSD1* and *SbCSD2* were found be targeted by miR398 and miR528, respectively [2]. However, to our knowledge, there is still no report on whether and how miRNAs regulate Zn deficiency responses in rice. In this study, we investigated the molecular mechanisms in response to Zn deficiency by integrating miRNAome and transcriptome analyses in rice seedlings. A comprehensive and integrated analysis of these different datasets have identified potential miRNA-mRNA interactions under Zn deficiency in rice.

## Results

### Transcriptome profilings in response to Zn deficiency and Zn resupply by RNA sequencing

After experiencing Zn deficiency for 14 days, the Zn concentrations in shoots and roots were significantly decreased, and the Zn concentrations in shoots and roots of Zn-deficient seedlings were then significantly increased after Zn resupply for 3 days (Fig. 1a, b-d). No significant difference was observed in shoot and root biomass under Zn deficiency (Fig. 1e). Consistent with the phenotype observed in *Sorghum* [2], the primary root length were dramatically increased by Zn deficiency (Fig. 1c, f). These results showed that physiological adaptive responses to -Zn and Zn resupply have been exhibited.

**Fig. 1:**
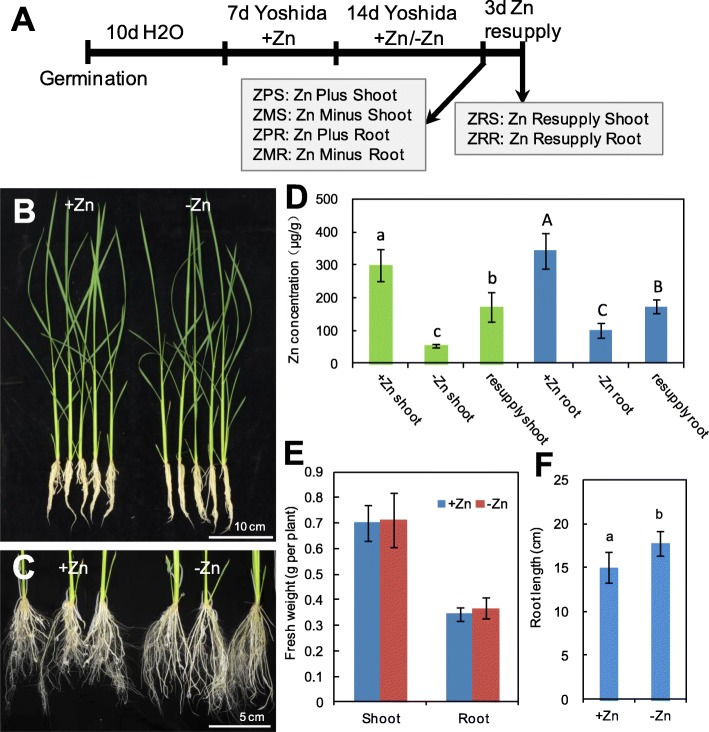
Physiological responses of rice seedlings to Zn deficiency and Zn resupply. **a** Schematic representation of the experimental design showing the duration of seedling growth and treatments of Zn deficiency and Zn resupply. Morphological appearance of the whole seedlings (**b**) and the roots (**c**) after Zn deficiency treatment for 14 days. **d** Zn concentration in the shoots and roots of rice seedlings after Zn deficiency for 14 days and Zn resupply for 3 days. Fresh weight of shoots and roots (**e**) and root length (**f**) of rice seedlings after Zn deficiency treatment for 14 days. Data are means ± SD from 3 samples for (**d**), and 10 samples for (**e** and **f**). Different letters indicate that the values are significantly different at *P* < 0.05 (Student’s t-test)

We then analyzed the global transcriptome profiles of rice shoots and roots in responses to -Zn and Zn resupply by RNA sequencing. 

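Poly(A) RNA was sequenced from the shoots and roots of Nipponbare rice in 6 groups. The +Zn groups, ZPS (shoots) and ZPR (roots), were grown with 1.5 µM ZnSO4. The -Zn groups, ZMS and ZMR, were grown without Zn for 14 days. The resupplied groups, ZRS and ZRR, were given 1.5 µM ZnSO4 again for 3 days after 14 days without Zn. They thus had 3 days more of treatment than the -Zn groups. Resupply cannot be told apart from plant age or from a separate start or harvest. Each group had 3 biological replicates, each a pool of 3 seedlings. The p-values of single loci rest on the spread between pools, estimated over all the libraries of a fit. Those of gene lists and GO terms compare sets of loci with other loci. A group at 0 in all 3 libraries adds no spread of its own, so p-values for such loci can be too small. The paper states that reads were aligned to the IRGSP-1.0 rice genome with TopHat and that Cufflinks measured transcript abundance. It does not say which tool assembled the loci. Their tables give FPKM (fragments per kilobase of transcript, scaled to the mapped reads) of each gene locus and each isoform in every library, with the coverage of each isoform. Loci that the authors assembled carry names that begin with MSTRG, most of them with RAP gene names beside them. The ratio of coverage to FPKM was the same for all isoforms of a library and gives its depth. This depth was 6.74, 7.38 and 7.00 reads per base for each FPKM in ZPS 1 to 3, 6.96, 7.13 and 7.75 in ZMS, and 6.29, 7.58 and 6.88 in ZRS. In roots it was 6.49, 6.00 and 6.98 in ZPR, 6.33, 7.12 and 6.66 in ZMR, and 7.07, 7.67 and 3.67 in ZRR. From these values, log2(FPKM + 0.5) was compared between groups with limma, with 1 fit of the 9 libraries of each tissue. The fits covered the loci with at least 0.5 FPKM in at least 3 of the 9 libraries, 20512 in shoots and 21717 in roots. A differentially expressed gene (DEG) had an absolute log2 fold change of at least 1 and an adjusted p (Benjamini-Hochberg) of at most 0.05. A log2 fold change on this scale understates the change of genes with low FPKM. Lists of genes were compared with all other loci by camera in limma, and its p was adjusted over the lists of a comparison. The lists and tests were fixed before the deposited values were examined, but after Tables 1 and 2 and the opening part of Table S3 had been seen. Some lists were taken from the paper, which chose them on these samples. A locus can be listed at exactly 0 FPKM in a library while another library of its group is above 1 FPKM. This held for 9814 values in 3518 loci, 443 to 684 in each library. Among loci with a mean FPKM above 0.5, it held for 1101 of the 1759 whose transcripts all have 1 exon (62.6%) and for 716 of the 20124 with 2 or more exons (3.56%). Such a 0 can be a failed estimate, so where all 3 libraries of a group are at 0, a comparison with that group is given by the value in each library and with no fold change.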

The Zn resupply treatments were used to investigate the recovery of Zn-responsive genes or miRNAs under Zn stress. By Illumina’s deep sequencing, a total of 28.6 to 55.2 million reliable clean reads were obtained from each library after excluding the low-quality reads, and most of the clean reads (86.8–97.3%) from each library could be mapped to the rice reference genome (https://rapdb.dna.affrc.go.jp/) (Additional file 1: Table S2). 

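The resupplied root library ZRR 3 was the shallowest, with 28611876 valid reads in the paper's Table S2 and 0.526 of the median depth per FPKM over all libraries. It still listed 26698 loci above 0 FPKM, against at most 27614 in any library. The resupplied shoot library ZRS 1 differed in what its reads came from. Table S2 of the paper gives 58.78% of its reads as uniquely mapped and 27.89% as spliced, against 76.79% and 76.98% unique and 39.24% and 38.4% spliced in ZRS 2 and 3. Of its isoform FPKM, 16.8% lay in transcripts whose class code in the authors' table is the one Cufflinks uses for intronic, pre-mRNA, run-on or intergenic transcripts, against 2.03% and 1.79% in the other two. The first replicate had the highest such share in 6 of 6 groups, with 5.14% in ZPS 1, 3.43% in ZMS 1, 3.05% in ZPR 1, 4.53% in ZMR 1 and 4.21% in ZRR 1. No other library was above 2.50%.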

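Genes of light harvesting and the Rubisco small subunit, markers of green tissue (15 loci), summed to 7776 ± 1695 FPKM (SD, n = 3) in ZPS, 8320 ± 1695 in ZMS and 8679 ± 2053 in ZRS. In roots their sums were 206 ± 44.5 in ZPR, 242 ± 51.9 in ZMR and 204.3 ± 45.7 in ZRR. Root marker genes (5 loci) summed to 1944 ± 103 FPKM in ZPR, 1922 ± 481 in ZMR and 1317 ± 560 in ZRR, where ZRR 3 had 801, and to between 7.76 and 10.9 on average in the shoot groups. No shoot library was near a root library in either list. Across loci on the log2(FPKM + 1) scale, Pearson's r between replicates averaged 0.946 ± 0.0167 (SD of the 3 pairs) in ZPS, 0.945 ± 0.0161 in ZMS and 0.920 ± 0.0172 in ZRS. It averaged 0.943 ± 0.0145 in ZPR, 0.943 ± 0.0147 in ZMR and 0.929 ± 0.0175 in ZRR, and the 18 pairs lay between 0.8998 and 0.965. Libraries of different treatments correlated about as well, with means of 0.936 to 0.949 between shoot groups and 0.938 to 0.945 between root groups. Loci are not independent, so no p is given for these correlations. With raw FPKM, which gives weight to the most abundant transcripts, the lowest group mean was 0.808, in ZRR.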

The Pearson’s correlation (R value) of the three biological replicates of each sample was around 90%, indicating the high reliability of the replicates (Additional file 2: Figure S1). The abundance of mapped transcripts was measured in terms of FPKM, and a total of 34,716 gene loci were detected in all these samples (Additional file 1: Table S3).

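The 34716 loci held 72656 isoforms. FPKM was above 0 in all 18 libraries for 20438 loci, and at least 1 in at least 1 library for 25095. Each library listed between 26698 and 27614 loci above 0. A total of 2019 loci had no RAP gene name, 1260 had more than 1 name, and 1665 shared a name with another locus. OsZIP5 and OsZIP9, neighbouring Zn transporter genes on chromosome 5, are a merged locus of this kind, from 23201237 to 23219318. In 7781 loci every transcript had 1 exon. GO terms were given for 21015 loci.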

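In -Zn shoots, 13 loci were higher and 5 lower than in +Zn shoots (ZMS/ZPS), and after resupply 3 were higher and 11 lower than in -Zn shoots (ZRS/ZMS). In -Zn roots, 10 loci were higher and 0 lower than in +Zn roots (ZMR/ZPR), with 773 at an unadjusted p under 0.05 from limma in either direction. After resupply, 1 root locus was higher and 26 lower than under -Zn (ZRR/ZMR). Os04g0304400, a MADS-box transcription factor gene (chromosome 4 of IRGSP-1.0, from 13672557 to 13676857), rose from 0.507 ± 0.0417 FPKM (SD, n = 3) in ZPR to 8.26 ± 3.48 in ZMR (log2 fold change 3.05, standard error 0.26, adjusted p = 0.00611). In ZRR it was at 1.83 ± 0.0937, a log2 fold change of -1.84 from ZMR (adjusted p = 0.0714). Os05g0492200, an NB-ARC gene of the type that encodes disease resistance proteins (chromosome 5, from 24184535 to 24189203), rose from 0.0852 ± 0.148 FPKM in ZPR to 3.15 ± 0.458 in ZMR (log2 fold change 2.66, standard error 0.24, adjusted p = 0.00652). It was at 3.47 ± 0.466 in ZRR (log2 fold change 0.12 from ZMR, adjusted p = 0.983). In shoots, Os03g0795350 (chromosome 3, from 33078808 to 33085424) fell from 2.08 ± 0.533 FPKM in ZPS to a mean of 0.00331 in ZMS (log2 fold change -2.34, adjusted p = 0.0128), a call made under 14 of 19 alternatives. Os08g0120500 (chromosome 8, from 1121680 to 1126438) had 18.4 ± 4.17 FPKM in ZMS and fell to 1.84 ± 0.636 in ZRS (log2 fold change -3.02, adjusted p = 0.0103), a call made under 16 of 20. Os08g0165901, a locus of 1 exon (chromosome 8, from 3844497 to 3845136), was at 4.46, 3.03 and 4.08 FPKM in ZRS and listed at 0 in the other 15 libraries (adjusted p = 0.00109 against ZMS). In resupplied roots, Os02g0190600, a lycopene cyclase gene of carotenoid synthesis (chromosome 2, from 5027816 to 5030527), was listed at 0 in all 3 libraries, after 6.18, 7.25 and 7.38 FPKM in ZMR 1 to 3 (adjusted p = 0.000149). Of the loci lower in ZRR than in ZMR, 12 lie together on chromosome 8, among them Os08g0347000 (log2 fold change -4.52), MSTRG.22483 (-3.85), MSTRG.22465 (-3.87) and MSTRG.22466 (-4.13), which may share reads as copies of each other. With zeros beside a value above 1 FPKM in the same group taken as missing, the counts were 74 (ZMS/ZPS), 58 (ZRS/ZMS), 104 (ZMR/ZPR, 60 higher and 44 lower) and 110 (ZRR/ZMR), and ZMR/ZPR had 95 DEGs, 48 higher and 47 lower, with all 18 libraries in 1 fit, 47, 22 higher and 25 lower, with only the 6 libraries compared, and 16, 11 higher and 5 lower, with quantile normalization. Single libraries also moved the counts. ZMS/ZPS had 10 DEGs without ZPS 2, 9 without ZPS 3 and 11 without ZMS 2 or ZMS 3, ZRS/ZMS had 21 without ZRS 1 and 13, 8 higher and 5 lower, without ZMS 2, ZRR/ZMR had 17 without ZRR 2 or ZRR 3, and ZMR/ZPR had 18 without ZMR 1, 16 without ZMR 3, and 20 (12 higher, 8 lower) without ZRR 1 and 51 (23 higher, 28 lower) without ZRR 3, which share the estimate of the spread.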

Differential expression analysis (fold change ≥2 and FDR ≤ 0.05) showed that a total of 151, 227, 123, and 205 genes were differentially expressed in Zn-deficient shoots (ZMS/ZPS), Zn-deficient roots (ZMR/ZPR), Zn-resupply shoots (ZRS/ZMS) and Zn-resupply roots (ZRR/ZMR), respectively (Fig. 2a; Additional file 1: Tables S4-S7). 

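A gene is called recovered where it was a DEG under -Zn and a DEG in the opposite direction after resupply. By this definition 10 loci rose and then fell in shoots and 2 fell and then rose, while in roots 8 rose and then fell and 0 fell and then rose. Together these are 15 loci, 5 of them in both tissues. Among the recovered shoot loci, the level after resupply passed the test against +Zn for Os04g0561500, a prolyl endopeptidase gene, which stayed above it (18.1 FPKM in ZRS, 1.78 in ZPS, log2 fold change 2.96, adjusted p = 0.0479). That call was made under 6 of 20 alternatives (adjusted p from 0.000681 to 0.247). The other recovered loci did not pass it, which does not show a return to the +Zn level. With p adjusted over the list of iron acquisition genes alone, OsNAAT1 was higher in ZRS than in ZPS (limma, log2 fold change 1.24, adjusted p = 0.0235). Adjusted over the ZIP transporter list alone, the locus of OsZIP9 and OsZIP5 was higher in ZRR than in ZPR (adjusted p = 0.00799). The other recovered ZIP loci did not pass in this way. Recovered root loci were, for example, at 1.58 FPKM in ZRR and 0.879 in ZPR for the Zn transporter gene OsZIP10 (log2 fold change 0.60, adjusted p = 0.942), and at 5.12 and 1.48 for the locus of OsZIP9 and OsZIP5 (log2 fold change 1.43, adjusted p = 0.356). Both comparisons of a tissue use the same -Zn libraries. In 50 simulations of unchanged groups the recovered count had a median of 0 in both tissues. It reached at least the real count in 0 simulations in shoots (mean 1.14, highest 10) and in 6 in roots (mean 21.3, set by 1 simulation at 973, the next being 15). Independent lists of the sizes called would share 0.00697 loci up and then down in shoots and 0.0120 in roots, and 0.000731 loci down and then up in shoots. The 3 -Zn libraries of a tissue cannot be split into parts of at least 2, so part of the excess over independent lists may come from the shared libraries. With the replicate number as a block, 6 shoot loci rose and then fell and 2 fell and then rose. The shoot count was 7 without ZPS 1 or ZRS 2 and 8 without ZPS 2, ZPS 3 or ZMS 3, and the root count was 5 without ZRR 2 and 12 without ZMR 3.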

Venn diagram analysis showed that a total of 97 Zn-deficiency-responsive genes were recovered by Zn resupply in shoots and/or roots (Fig. 2b and c), suggesting a causal relationship between the expression levels of these genes and the levels of Zn in the growth media. Among the 89 up-regulated and 62 down-regulated genes in shoots (ZMS/ZPS up and down), 32 (36.0%) and 14 (22.6%) genes were recovered after Zn resupply treatment (ZRS/ZMS down and up), respectively (Table 1). 

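OsNAAT1 (Os02g0306401, chromosome 2 of IRGSP-1.0, from 11997254 to 12002625) encodes nicotianamine aminotransferase, an enzyme of phytosiderophore synthesis. It rose from 5.81 ± 1.28 FPKM (SD, n = 3) in ZPS to 76.6 ± 8.44 in ZMS (log2 fold change 3.62, standard error 0.30, adjusted p = 0.00338) and fell to 15.0 ± 5.84 in ZRS (-2.38, standard error 0.30, adjusted p = 0.0427). With the replicate number as a block the second adjusted p was 0.0687 (0.0112 to 0.243 over its alternatives). The cytochrome P450 gene Os06g0639800 (chromosome 6, from 26021941 to 26029326) went the other way. It fell from 5.69 ± 0.846 FPKM in ZPS to 0.165, 0 and 0 in ZMS (log2 fold change -3.48, adjusted p = 0.00382) and rose to 5.20 ± 2.26 in ZRS (3.30, adjusted p = 0.00676). Os02g0663100, which encodes a GRAS transcription factor (chromosome 2, from 26852477 to 26854948), had 17.2, 25.8 and 23.7 FPKM in ZMS and was listed at 0 in every other library of both tissues (adjusted p = 3.77e-05 in both shoot comparisons). Os10g0503300 (chromosome 10, from 19214960 to 19215235) had 3.19, 1.72 and 1.69 in ZMS and was also listed at 0 elsewhere (adjusted p = 0.018 under -Zn and 0.019 on resupply, 0.0564 on resupply with the block and 9.78e-06 to 0.132 over the alternatives). Os11g0577866 (chromosome 11, from 21789933 to 21791582) had 6.60, 10.4 and 10.8 FPKM in ZPS, 13.0, 6.25 and 4.58 in ZRS, and was listed at 0 in the 3 ZMS libraries (adjusted p = 0.00338 and 0.00676). These 3 loci have 1 exon. Os03g0293100 (chromosome 3, from 10208901 to 10210441) rose from 7.25 ± 0.667 to 44.0 ± 14.5 FPKM and fell to 7.78 ± 2.48 (log2 fold changes 2.48 and -2.43, adjusted p = 0.0272 and 0.0359, the second 0.0518 with the block and 0.0087 to 0.367 over its alternatives). MSTRG.18312, a locus of 6 exons beside OsZIP10 on chromosome 6 (from 21828550 to 21832593), had 0.178 ± 0.0179, 1.92 ± 0.424 and 0.167 ± 0.0776 FPKM in ZPS, ZMS and ZRS (adjusted p = 0.0352 and 0.0359, 0.106 and 0.112 with the block, and up to 0.19 and 0.242 over the alternatives). The other recovered shoot loci were recovered in roots too. Of the genes of Table 1, 40 could be matched to a single locus, and their group means matched the values in the files in 120 of 120 cases, within 0.0051 FPKM plus 0.1%. Of these 40, 24 have transcripts of 1 exon only, 27 have a group with all 3 libraries at 0, and 24 hold a 0 beside a value above 1 FPKM in the same group. An example is Os02g0192700, similar to thioredoxin peroxidase, with 0, 112 and 93.1 FPKM in ZMS 1 to 3 and 0 in ZPS and ZRS. The filter left 21 of the 40 for the test, of which 12 were DEGs under -Zn and 10 were recovered. From the genes that changed under -Zn and returned on resupply, the paper proposes a causal relationship between their expression and the Zn supply.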

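In roots, the locus of OsZIP9 (Os05g0472400) and OsZIP5 (Os05g0472700), both genes of the ZIP family of Zn and iron transporters, rose from 1.48 ± 0.247 FPKM (SD, n = 3) in ZPR to 29.8 ± 5.17 in ZMR (log2 fold change 3.93, standard error 0.30, adjusted p = 0.00266) and fell to 5.12 ± 2.05 in ZRR (-2.49, standard error 0.30, adjusted p = 0.0258). The table gives 1 value for both genes. Of the 13 ZIP loci tested in roots, 4 rose under -Zn and fell on resupply: this locus, OsZIP4, OsZIP8 and OsZIP10. Adjusted over the list alone, 4 were higher and 1 lower under -Zn, and 5 were lower on resupply. OsIRT2 (Os03g0667300), an iron transporter of the family, had 1.94 ± 0.461 FPKM in ZPR, 0.151 ± 0.188 in ZMR and 0.0915 ± 0.0758 in ZRR (log2 fold change -1.93 under -Zn, adjusted p = 0.0856 over all loci). OsZIP7 (Os05g0198400) had 13.2 ± 1.58, 24.7 ± 4.50 and 10.9 ± 2.17 FPKM in the same order (0.88 under -Zn, adjusted p = 0.372, and -1.14 on resupply, adjusted p = 0.179). The median over the ZIP loci was 0.14 under -Zn and -0.11 on resupply. As a list they stood apart from the other loci under -Zn (camera, adjusted p = 1.55e-05 with a preset correlation of 0.01, adjusted p = 0.072 with an estimated correlation) and on resupply (adjusted p = 1.76e-08, and adjusted p = 0.0281 with an estimated correlation).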

Among the 117 up-regulated and 110 down-regulated genes in roots (ZMR/ZPR up and down), 40 (34.2%) and 18 (16.4%) genes were recovered after Zn resupply treatment (ZRR/ZMR down and up), respectively (Table 2). Seven genes (*Os10g0328600*, *Os04g0280500*, *Os04g0561500*, *Os06g0566201*, *Os06g0566300*, *Os08g0207500*, and *Os07g0232800*) were commonly recovered by Zn resupply in both roots and shoots; three of them encode Zn transporters (OsZIP4, OsZIP8 and OsZIP10). 

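OsZIP10 (Os06g0566300, chromosome 6 of IRGSP-1.0, from 21824110 to 21827066) rose under -Zn from 2.97 ± 0.255 to 38.9 ± 10.6 FPKM (SD, n = 3) in shoots (log2 fold change 3.47, standard error 0.24, adjusted p = 0.000817) and from 0.879 ± 0.119 to 24.0 ± 7.22 in roots (4.11, standard error 0.22, adjusted p = 0.000491). On resupply it fell to 1.84 ± 0.341 in shoots (-4.05, adjusted p = 0.000562) and 1.58 ± 0.0691 in roots (-3.52, adjusted p = 0.000565). OsZIP8 (Os07g0232800, chromosome 7, from 7394486 to 7398274) had 6.84 ± 1.31, 50.7 ± 5.05 and 11.8 ± 6.25 FPKM in ZPS, ZMS and ZRS. It rose under -Zn (2.81, adjusted p = 0.0381), while on resupply its log2 fold change was -2.19 (adjusted p = 0.199). In roots it had 0.751 ± 0.23, 14.8 ± 1.15 and 0.991 ± 0.309 FPKM, and it rose (3.63, adjusted p = 0.000716) and fell (-3.38, adjusted p = 0.000795). OsZIP4 (Os08g0207500, chromosome 8, from 6267823 to 6270998) had 1.70 ± 0.42, 16.3 ± 8.27 and 1.90 ± 0.386 FPKM in shoots, with log2 fold changes of 2.82 under -Zn (adjusted p = 0.048, 0.0855 with the replicate number as a block and 0.00173 to 0.279 over its alternatives) and -2.69 on resupply (adjusted p = 0.0779). In roots it had 2.90 ± 0.238, 28.1 ± 9.16 and 4.29 ± 1.91, and it rose (3.03, adjusted p = 0.0177, 0.0729 with the block and 0.000629 to 0.116 over its alternatives) and fell (-2.60, adjusted p = 0.0258). The prolyl endopeptidase gene Os04g0561500 (chromosome 4, from 28108587 to 28114766) rose to 205 ± 11.1 FPKM in ZMS (log2 fold change 6.52, adjusted p = 0.000172) and, from 7.38 ± 0.401 in ZPR, to 156 ± 10.6 in ZMR (4.31, adjusted p = 0.000716). It fell on resupply by 3.56 on the log2 scale in shoots (adjusted p = 0.0068) and by 3.84 in roots, to 11.0 ± 4.64 (adjusted p = 0.000795). Os04g0280500, annotated as F-box-like (chromosome 4, from 11894550 to 11898995), had 0.0311 ± 0.0349, 10.0 ± 1.61 and 0.487 ± 0.221 FPKM in shoots and 0.0694 ± 0.0197, 18.0 ± 5.28 and 0.309 ± 0.221 in roots, and passed the test in all 4 comparisons (log2 fold changes 4.30, -3.43, 4.99 and -4.51). Os10g0328600 (locus MSTRG.25663, chromosome 10, from 9212944 to 9216524) passed it too (4.05, -3.67, 3.51 and -3.47), at 8.27 ± 1.81 FPKM in ZMS and 6.52 ± 1.13 in ZMR and at most 0.184 on average in the other groups. Os06g0566201 (chromosome 6, from 21824087 to 21826731) lies on the strand opposite OsZIP10, and reads of the 2 cannot be told apart without strand. Its log2 fold changes were 3.37, -3.29, 3.84 and -3.23 (adjusted p = 0.027, 0.0356, 0.00881 and 0.0176).

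**Figure D1:**
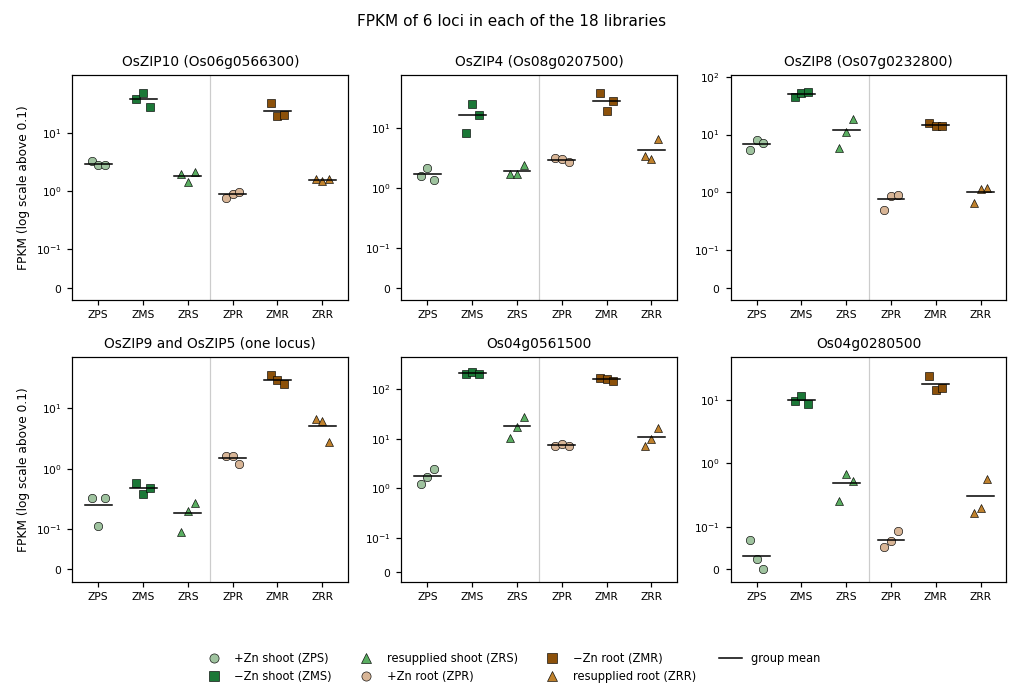
FPKM of 6 loci in each of the 18 libraries, on a log scale above 0.1 FPKM; points are libraries and lines are group means. In each tissue the -Zn libraries of OsZIP10, OsZIP4, OsZIP8, Os04g0561500 and Os04g0280500 lie above all +Zn and resupplied ones, and the locus of OsZIP9 and OsZIP5 is at 29.8 FPKM on average in -Zn roots and below 1 FPKM in all shoot libraries.

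As a list, the 11 ZIP loci tested in shoots had 3 DEGs under -Zn and 1 on resupply (4 and 4 when adjusted over the list alone). Their median was 0.12 and -0.43, against 0.03 and -0.19 over all tested shoot loci. Their adjusted p from camera was 2.04e-08 under -Zn (adjusted p = 0.144 with an estimated correlation) and 2.45e-05 on resupply (adjusted p = 0.402 with an estimated correlation). OsZIP7 had 1.80 ± 0.27, 8.73 ± 2.96 and 2.12 ± 0.779 FPKM in ZPS, ZMS and ZRS (log2 fold changes 1.97 and -1.81, adjusted p = 0.108 and 0.199). Of the root genes in Table 2, 54 could be matched to a single locus, and all 162 group means matched within the same tolerance. Of these, 33 have transcripts of 1 exon only and 39 have a group with all libraries at 0, such as Os08g0235800, similar to WRKY25, with 0, 44.6 and 25.8 FPKM in ZMR 1 to 3 and 0 in ZPR and ZRR. The filter left 28 for the test, 7 were DEGs under -Zn and 6 were recovered. The calls of OsZIP8 and OsZIP4 under -Zn in shoots were made in 13 and 7 of 20 alternatives, and those of OsZIP4 in roots in 15 of 20 (ZMR/ZPR) and 14 of 20 (ZRR/ZMR).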

GO enrichment analysis (FDR < 0.05) revealed that zinc ion transmembrane transport (GO:0071577) and zinc ion transmembrane transporter activity (GO:0005385) were significantly enriched in Zn-deficiency up-regulated DEGs and Zn-resupply down-regulated DEGs in both shoots and roots, while threonine synthase activity (GO:0004795) and L-methionine biosynthetic process from methylthioadenosine (GO:0019509) were significantly enriched in Zn-deficiency down-regulated DEGs in shoots and roots, respectively (Additional file 1: Table S8).

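The GO terms tested were those the paper found enriched in the same libraries, so their p-values from Fisher's exact test are not independent evidence. Among the annotated DEGs that rose in -Zn shoots, 3 of 9 carry zinc ion transmembrane transport (OsZIP4, OsZIP8 and OsZIP10), against 12 of the 14892 tested loci with a GO term (Fisher's exact test, one-sided, adjusted p = 2.14e-07 over 32 tests). The same 3 carry zinc ion transmembrane transporter activity, against 24 loci (adjusted p = 1.64e-06). In -Zn roots both terms are carried by 4 of 8 annotated DEGs, the 3 genes and the locus of OsZIP9 and OsZIP5, against 15 and 27 of 15436 loci (adjusted p = 1.16e-09 and 5.52e-09). The same 4 loci are among the 9 annotated DEGs that fell in roots on resupply (adjusted p = 1.16e-09 and 7.44e-09). In shoots on resupply, OsZIP10 is the only gene of either term among 7 (adjusted p = 0.0225 and 0.0399). Threonine synthase, which makes threonine from O-phosphohomoserine, is the annotation of Os05g0549700 (chromosome 5 of IRGSP-1.0, from 27290656 to 27292494), a locus of 1 exon with 5.17, 1.91 and 2.92 FPKM in ZPS and listed at 0 in ZMS and ZRS (limma, adjusted p = 0.018 under -Zn, called under 12 of 19 alternatives). It is 1 of the 2 annotated DEGs that fell in shoots, and the term has 2 tested loci (adjusted p = 0.00123 from Fisher's exact test). The other, Os01g0693800, also of 1 exon, had 27.6, 23.9 and 0 FPKM in ZPS 1 to 3 and was listed at 0 in ZMS (limma, adjusted p = 1). With only loci of 2 or more exons, an alternative chosen after seeing the data, the term has 0 tested loci. Methionine salvage from methylthioadenosine, which recycles methionine during nicotianamine and ethylene synthesis, had 9 tested loci and 0 DEGs in -Zn roots, where limma called 0 loci lower. Adjusted over the list alone, 4 of the 9 were lower. These were Os11g0484000 (480 ± 102 FPKM in ZPR, 148 ± 13.8 in ZMR, log2 fold change -1.67, adjusted p = 0.252 over all loci, 0.0474 without ZRR 3 and 0.0288 to 0.808 over its other alternatives), Os11g0216900 (locus MSTRG.27512, 81.7 ± 21.8 and 28.4 ± 7.16, -1.51, adjusted p = 0.262), Os06g0112200 (50.8 ± 22.9 and 17.3 ± 3.64, -1.45, adjusted p = 0.398) and the merged methylthioribose kinase locus Os04g0669600;Os04g0669700;Os04g0669800 (56.4 ± 13.0 and 24.5 ± 2.77, -1.17, adjusted p = 0.387). The list's median was -0.15 (camera, adjusted p = 5.62e-05, and adjusted p = 0.072 with an estimated correlation). As lists tested by camera, zinc ion transmembrane transport had an adjusted p of 2.84e-06 in ZMS/ZPS, 0.000154 in ZRS/ZMS, 7.56e-05 in ZMR/ZPR and 4.08e-07 in ZRR/ZMR (adjusted p = 0.144, 0.402, 0.072 and 0.0281 with an estimated correlation). Zinc ion transmembrane transporter activity had 0.004, 0.0187, 0.0817 and 0.000266 (0.559, 0.579, not past the threshold, and 0.0418 with an estimated correlation, and 0.0613 for ZRS/ZMS with the replicate number as a block). In ZRR/ZMR its median was 0.01 although the test pointed down.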

**Fig. 2:**
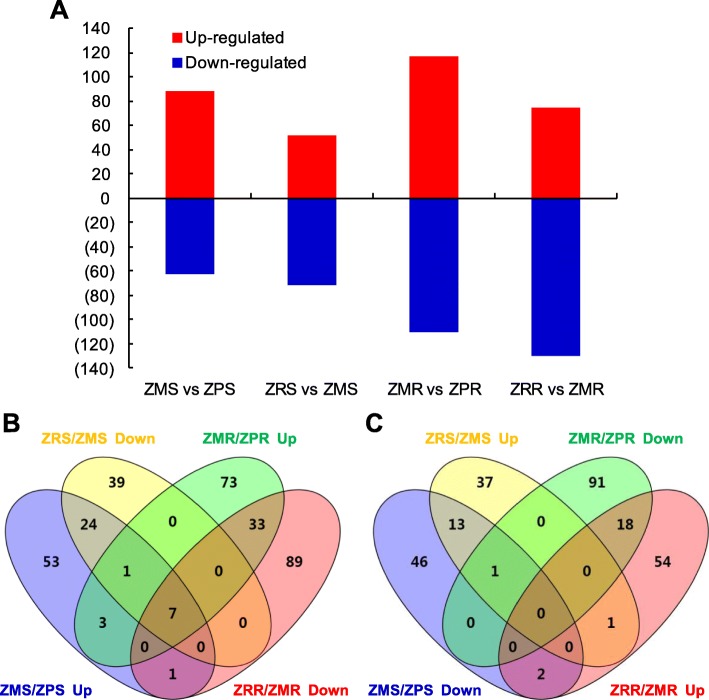
Overview of the differentially expressed genes (DEGs) in responses to 14 d of Zn deprivation and/or 3 d of Zn resupply. **a** The number of DEGs in responses to Zn deprivation and/or Zn resupply in rice roots and leaves (P < 0.05, FDR < 0.05). **b** Venn diagram representing the overlap of the Zn deficiency up-regulated DEGs and Zn resupply down-regulated DEGs in roots and leaves. **c** Venn diagram representing the overlap of the Zn deficiency down-regulated DEGs and Zn resupply up-regulated DEGs in roots and leaves

**Table 1:** Zn deficiency-induced or repressed genes returning to basal level after Zn resupply in the shoots. The FPKM value represents mean ± SD (standard deviation) of three biological replicates. Note: MSTRG.18312, MSTRG.5686, and MSTRG.5688 are three new loci. “-” means no description

Gene	Description	ZPS (FPKM)	ZMS (FPKM)	ZRS (FPKM)
Os02g0192700	Similar to Thioredoxin peroxidase	0	68.55 ± 60.14	0
Os02g0663100	GRAS transcription factor domain containing protein	0	22.24 ± 4.50	0
Os05g0102000	SAM dependent carboxyl methyltransferase family protein	0	19.82 ± 17.40	0
Os10g0493300	Hypothetical conserved gene	0	13.02 ± 13.99	0
Os04g0382900	Conserved hypothetical protein	0	6.38 ± 9.55	0
Os01g0504100	Protein of unknown function DUF250 domain containing protein	0	6.10 ± 5.29	0
Os10g0528400	Glutathione S-transferase, C-terminal-like domain containing protein	0	5.39 ± 4.72	0
Os12g0103500	Ribosome-inactivating protein domain containing protein	0	4.59 ± 4.11	0
Os09g0116600	Hypothetical gene	0	4.06 ± 5.68	0
Os11g0490300	Hypothetical conserved gene	0	3.26 ± 2.85	0
Os03g0746700	Conserved hypothetical protein	0	3.08 ± 2.72	0
Os01g0532300	Conserved hypothetical protein	0	2.28 ± 2.08	0
Os06g0208951	Conserved hypothetical protein	0	2.00 ± 1.81	0
Os05g0562800	Similar to predicted protein	0	1.90 ± 2.55	0
Os03g0272900	DVL family protein	0	1.69 ± 1.59	0
Os09g0444800	Protein of unknown function DUF716 family protein	0	1.57 ± 1.36	0
Os10g0328600	–	0	1.39 ± 0.88	0
Os02g0550400	Tetratricopeptide-like helical domain containing protein	0	1.10 ± 0.95	0
Os07g0586900	GRAS transcription factor domain containing protein	0	1.02 ± 1.00	0
Os09g0412900	Pentatricopeptide repeat domain containing protein	0	0.64 ± 0.64	0
Os11g0606200	Similar to Leucine Rich Repeat family protein	0	0.49 ± 0.49	0
Os10g0328600	Hypothetical protein	0.02 ± 0.01	8.27 ± 1.81	0.18 ± 0.09
Os04g0280500	Similar to Non-S-locus F-box-like protein 2011	0.03 ± 0.03	10.03 ± 1.61	0.49 ± 0.22
Os04g0561500	Similar to Prolyl endopeptidase (Post-proline cleaving enzyme)	1.78 ± 0.63	204.72 ± 11.10	18.07 ± 8.12
Os06g0566201	–	1.38 ± 0.28	20.93 ± 10.37	1.48 ± 0.19
Os02g0306401	Similar to Nicotianamine aminotransferase A	5.81 ± 1.28	76.61 ± 8.44	15.04 ± 5.84
Os06g0566300	Zinc transporter OsZIP10	2.97 ± 0.26	38.94 ± 10.62	1.84 ± 0.34
MSTRG.18312	–	0.18 ± 0.02	1.92 ± 0.42	0.17 ± 0.08
Os08g0207500	Zinc transporter OsZIP4	1.7 ± 0.42	16.32 ± 8.27	1.9 ± 0.39
Os07g0232800	Zinc transporter OsZIP8	6.84 ± 1.31	50.73 ± 5.05	11.81 ± 6.25
Os03g0293100	Conserved hypothetical protein	7.25 ± 0.67	44.01 ± 14.47	7.78 ± 2.48
Os09g0485900	Similar to 60S ribosomal protein L9 (Gibberellin-regulated protein)	35.05 ± 6.96	164.62 ± 105.32	29.16 ± 13.21
Os11g0577866	Conserved hypothetical protein	9.27 ± 2.32	0	7.93 ± 4.44
Os06g0715200	Conserved hypothetical protein	8.48 ± 7.9	0	15.11 ± 6.49
Os08g0526100	NAD(P)-binding domain containing protein	6.15 ± 5.96	0	4.27 ± 3.76
Os01g0243450	Non-protein coding transcript	3.96 ± 0.68	0	1.66 ± 1.54
Os05g0528701	Non-protein coding transcript	1.81 ± 1.59	0	1.36 ± 1.27
Os01g0856800	Pleckstrin homology-type domain containing protein	0.86 ± 0.8	0	1.14 ± 0.98
Os09g0460300	Alpha/beta hydrolase fold-3 domain containing protein	0.8 ± 0.74	0	9.12 ± 8.68
Os08g0451201	–	0.69 ± 0.67	0	0.85 ± 0.76
Os03g0411900	–	0.64 ± 0.73	0	0.35 ± 0.32
Os01g0880250	Hypothetical protein	6.77 ± 6.57	0.03 ± 0.02	3.64 ± 5.01
MSTRG.5686	–	78.84 ± 109.73	0.42 ± 0.31	227.64 ± 346.33
Os06g0639800	Cytochrome P450 family protein	5.69 ± 0.85	0.06 ± 0.10	5.2 ± 2.26
MSTRG.5688	–	7.28 ± 9.58	0.20 ± 0.06	23.02 ± 34.31
Os03g0592500	–	66.95 ± 83.98	5.22 ± 1.37	30.1 ± 25.42

**Table 2:** Zn deficiency-induced or repressed genes returning to basal level after Zn resupply in the roots. The FPKM value represents mean ± SD of three biological replicates. Note: MSTRG.6046, MSTRG.22477, and MSTRG.30070 are three new loci. “-” means no description

Gene	Description	ZPR (FPKM)	ZMR (FPKM)	ZRR (FPKM)
Os08g0235800	Similar to WRKY transcription factor 25	0	23.49 ± 22.4	0
Os01g0896400	Similar to JHL23J11.5 protein	0	11.66 ± 18.26	0
Os01g0693800	Similar to Threonine synthase, chloroplast precursor	0	11.17 ± 9.72	0
Os05g0121500	Similar to structural constituent of ribosome	0	6.57 ± 6.92	0
Os03g0191900	Pathogenesis-related transcriptional factor and ERF domain containing protein	0	5.76 ± 5.66	0
Os11g0107600	Similar to prenylated Rab receptor 2	0	5.35 ± 4.77	0
Os02g0455400	Hypothetical conserved gene	0	4.66 ± 4.04	0
Os03g0852400	Conserved hypothetical protein	0	4.28 ± 3.71	0
Os03g0280750	Plant disease resistance response protein family protein	0	3.48 ± 3.11	0
Os05g0571600	Conserved hypothetical protein	0	3.2 ± 2.77	0
Os02g0310400	Conserved hypothetical protein	0	3.08 ± 2.68	0
Os05g0525900	Similar to Zing finger transcription factor PEI1	0	2.67 ± 2.32	0
Os01g0742300	3-hydroxyacid dehydrogenase/reductase domain containing protein	0	1.96 ± 1.79	0
Os03g0253200	Similar to WAG1; kinase	0	1.91 ± 1.66	0
Os06g0192800	Similar to RING-H2 finger protein ATL1R (RING-H2 finger protein ATL8)	0	1.59 ± 1.78	0
Os01g0234700	Harpin-induced 1 domain containing protein	0	1.25 ± 1.4	0
Os03g0103400	GRAS transcription factor domain containing protein	0	0.99 ± 0.89	0
Os10g0490100	Virulence factor, pectin lyase fold family protein	0	0.98 ± 0.88	0
Os03g0245700	Similar to senescence-associated protein 15	0	0.96 ± 0.84	0
Os05g0578100	Protein of unknown function DUF1645 family protein	0	0.82 ± 0.15	0
Os01g0584300	–	0	2.42 ± 2.23	0
Os04g0685700	Similar to H0723C07.4 protein	0	0.75 ± 0.65	0
Os07g0585900	Hypothetical conserved gene	0	0.75 ± 0.66	0
MSTRG.6046	–	0	0.66 ± 0.7	0
Os02g0242900	Similar to hydroquinone glucosyltransferase	0	0.63 ± 0.6	0
Os11g0256100	Pentatricopeptide repeat domain containing protein	0	0.41 ± 0.35	0
Os12g0137700	Sulfotransferase family protein	0.01 ± 0.01	3.9 ± 3.66	0.03 ± 0.04
Os04g0280500	Similar to Non-S-locus F-box-like protein 2011	0.07 ± 0.02	18.01 ± 5.28	0.31 ± 0.22
Os10g0553600	Exostosin-like family protein	0.01 ± 0.01	1.69 ± 0.89	0.01 ± 0.01
Os08g0207401	Hypothetical gene	0.01 ± 0.03	0.97 ± 0.34	0.04 ± 0.03
Os10g0328600	Hypothetical protein	0.11 ± 0.09	6.52 ± 1.13	0.13 ± 0.03
Os06g0566201	–	0.4 ± 0.03	13.82 ± 8.44	0.88 ± 0.15
Os06g0566300	Zinc transporter OsZIP10	0.88 ± 0.12	23.97 ± 7.22	1.58 ± 0.07
Os04g0561500	Similar to Prolyl endopeptidase (Post-proline cleaving enzyme)	7.38 ± 0.4	155.99 ± 10.59	10.99 ± 4.64
Os05g0472400	Similar to Zinc transporter 9	1.48 ± 0.25	29.79 ± 5.17	5.12 ± 2.05
Os07g0232800	Zinc transporter OsZIP8	0.75 ± 0.23	14.84 ± 1.15	0.99 ± 0.31
Os04g0304400	Similar to MADS-box protein AGL16-II	0.51 ± 0.04	8.26 ± 3.48	1.83 ± 0.09
Os08g0207500	Zinc transporter OsZIP4	2.9 ± 0.24	28.12 ± 9.16	4.29 ± 1.91
MSTRG.22477	–	0.34 ± 0.11	3.12 ± 0.97	0.09 ± 0.06
MSTRG.30070	–	21.6 ± 19.8	91.8 ± 29.43	0.46 ± 0.24
Os06g0131300	Arginine decarboxylase, Chilling stress respons	98.89 ± 73.37	0	123.68 ± 112.96
Os03g0244950	Heat shock protein DnaJ, N-terminal domain containing protein	6.6 ± 7.68	0	3.45 ± 3.04
Os06g0505501	Non-protein coding transcript	3.46 ± 1.52	0	1.61 ± 1.6
Os02g0756850	Hypothetical protein	2.36 ± 0.31	0	1.33 ± 1.33
Os11g0706200	GRAS transcription factor domain containing protein	1.8 ± 1.63	0	1.98 ± 1.91
Os12g0124700	CDC45-like protein family protein	1.16 ± 1.08	0	1.83 ± 2.03
Os09g0412900	Pentatricopeptide repeat domain containing protein	1.12 ± 0.98	0	0.96 ± 0.84
Os03g0140300	Conserved hypothetical protein	0.99 ± 1.07	0	0.62 ± 0.54
Os04g0277400	Membrane bound O-acyl transferase, MBOAT family protein	0.84 ± 0.71	0	1.14 ± 1.09
Os10g0328700	Tetratricopeptide-like helical domain containing protein	0.58 ± 0.47	0	0.39 ± 0.34
Os07g0172600	Pentatricopeptide repeat domain containing protein	0.55 ± 0.58	0	0.67 ± 0.63
Os01g0163000	Leucine-rich repeat, N-terminal domain containing protein	0.46 ± 0.1	0	0.4 ± 0.38
Os03g0821700	Pentatricopeptide repeat domain containing protein	0.45 ± 0.15	0	0.53 ± 0.19
Os02g0621600	Similar to OSIGBa0157K09-H0214G12.24 protein	0.44 ± 0.59	0	0.62 ± 0.4
Os11g0133500	Serine/threonine protein kinase-related domain containing protein	0.35 ± 0.31	0	0.71 ± 0.8
Os12g0585300	Cyclin-like F-box domain containing protein	1.17 ± 1	0	1.53 ± 1.33
Os11g0111000	Conserved hypothetical protein	1.1 ± 0.92	0.01 ± 0.01	1.07 ± 1.11
Os03g0758500	Similar to blue copper protein	6.31 ± 5.39	0.15 ± 0.1	11.47 ± 3.69

### miRNA profilings in rice responses to Zn deficiency and Zn resupply

Sequencing results showed that 8.8 to 15.3 million raw reads were obtained for each of the 18 libraries, and after discarding low-quality, junk and adaptor reads, repeats, and Rfam RNA and mRNA sequences, 38.3 to 56.0% of the total reads were valid reads in these libraries (Additional file 1: Table S9). The size distribution analysis showed that small RNAs from the six samples were primarily enriched in sequences with 21- to 24-nt, and 24-nt was the most dominant segment (Additional file 1: Table S10; Additional file 2: Figure S2), which is in concurrence with previous studies [45]. Pearson correlation analysis of three biological replicates of each sample revealed high correlation coefficients ranging from 0.80 to 0.99 (Additional file 2: Figure S3), indicating the high reliability of the replicates. The clean reads were searched against the miRNAs of rice and other plant species from miRBase, and a total of 498 known/conserved miRNAs were identified from all samples. The reads which could not be mapped to miRBase were subjected to novel miRNA prediction. After the removal of small RNAs which do not meet the plant miRNA criteria (eg. length < 20 or > 24, no hairpin structure, less than 10 reads in a sample), a final set of 370 novel miRNA genes was obtained (Additional file 1: Table S11).

A total of 68 miRNAs (including 38 novel miRNAs) were found to be differentially expressed under Zn deficiency (ZMS/ZPS in shoots and ZMR/ZPR in roots) and/or Zn resupply (ZRS/ZMS in shoots and ZRR/ZMR in roots); 38 miRNAs were differentially expressed under Zn deficiency and 44 miRNAs were differentially expressed under Zn resupply; 14 miRNAs were commonly responsive to Zn deficiency and Zn resupply (Additional file 1: Table S12; Fig. 3; Additional file 2: Figures S4 and S5). Of these Zn-responsive miRNAs, 12 and 11 were up-regulated by Zn deficiency in shoots and roots, respectively; 2 and 12 were down-regulated by Zn deficiency in shoots and roots, respectively (Additional file 2: Figure S4). However, none of these miRNAs were commonly responsive to Zn deficiency in both shoots and roots, suggesting the distinct miRNA-mediated regulatory networks in shoots and roots under Zn deficiency. Seventeen and 27 miRNAs were found to be responsive to Zn resupply in shoots and roots, respectively. Interestingly, four and seven Zn-deficiency-responsive miRNAs could be recovered by Zn resupply in shoots and roots, respectively (Additional file 2: Figure S4). For example, osa-miR398a-5p, nov-miR7, nov-miR21, and nov-miR38 were induced by Zn deficiency but were repressed by Zn resupply in shoots; osa-miR818a-3p, osa-miR1428a-3p, and osa-miR5532-5p were induced by Zn deficiency but were repressed by Zn resupply in roots (Fig. 3). Two miRNAs showed similar expression pattern under Zn deficiency and Zn resupply; miR397b-5p was induced by both Zn deficiency and Zn resupply in roots, and nov-miR27 was repressed by Zn deficiency and Zn resupply in roots and shoots, respectively (Fig. 3), suggesting the complex regulations of these miRNAs under Zn deficiency and resupply.

**Fig. 3:**
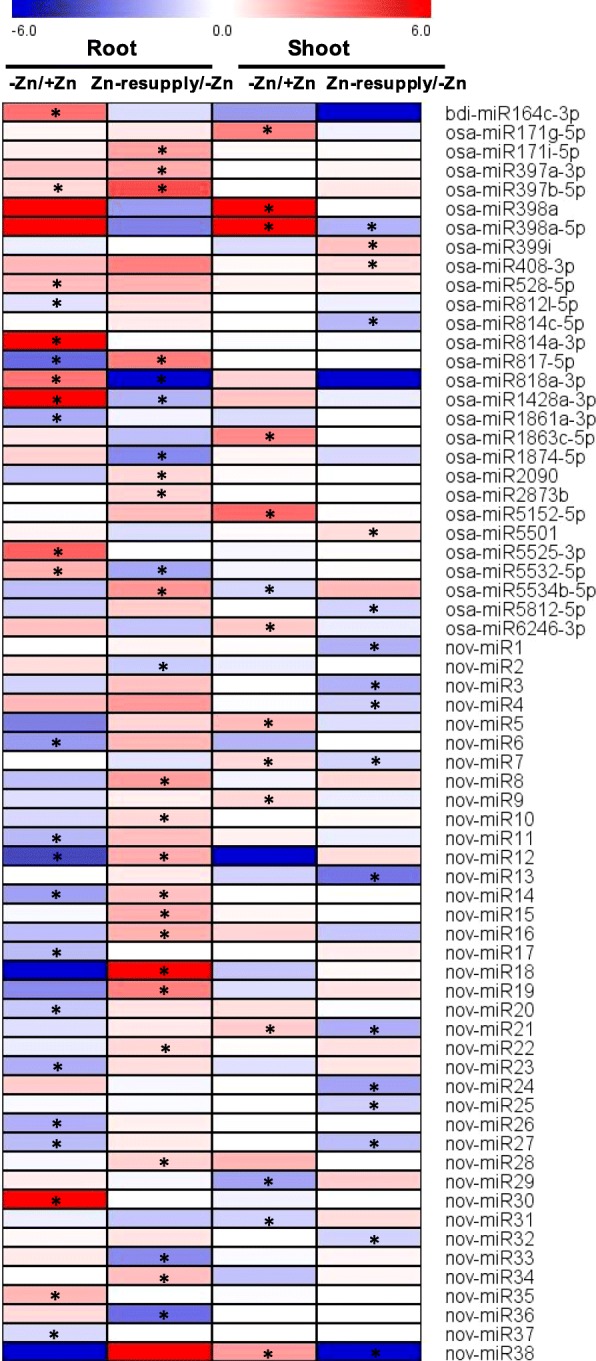
Heatmap representation for expression profiles of miRNAs in response to 14 d of Zn deprivation and/or 3 d of Zn resupply in the roots and shoots. The intensities of the color represent the relative magnitude of fold changes in log2 values according to small RNA high-throughput sequencing data. The asterisks indicate significantly differentially expressed miRNAs with an absolute fold change ≥2 and *P*-value ≤0.05. Red color indicates induction, blue color indicates repression.

### Identification of potential target genes of Zn-responsive miRNAs

To understand the potential biological function of these Zn-deficiency- and/or Zn-resupply-responsive miRNAs, miRNA-targeted genes were predicted using an online tool psRNATarget [46]. A total of 799 potential target genes were identified for these 68 Zn-responsive miRNAs (Additional file 1: Table S13). At least 19 target genes of the four Zn-responsive miRNAs (miR398, miR408, miR528, miR397) have been previously validated through experiments like RNA ligase-mediated 5′ rapid amplification of cDNA ends (RLM 5′-RACE), degradome sequencing, and genetic analysis (Table 3) [47–49]; most of them were Cu-containing proteins and were involved in Cu homeostasis, reactive oxygen species (ROS) homeostasis, photosynthesis and stress tolerance [49–58].

**Table 3:** The validated target genes of some Zn-responsive miRNAs

miRNA	Target gene	Target gene annotation	Potential function
osa-miR398a	Os07g0665200	Cu/Zn-superoxidase dismutase2/CSD2	Stress tolerance, antioxidant defense, copper homeostasis
	Os03g0351500	Cu/Zn-superoxidase dismutase1/CSD1	
	Os11g0203300	Superoxide dismutaseX/SODX	
	Os04g0573200	Copper chaperone for superoxide dismutase/CCSD	
osa-miR408-3p	Os08g0482700	Uclacyanin-like protein UCL30	Stress tolerance, photosynthesis, copper homeostasis,
	Os03g0709100	Uclacyanin-like protein UCL8	
	Os04g0545600	Uclacyanin-like protein UCL15	
	Os06g0218600	Uclacyanin-like protein UCL16	
	Os02g0653200	Plantacyanin like 2/Uclacyanin-like protein UCL4	
	Os02g0731400	Plantacyanin-like 3/Uclacyanin-like protein UCL5	
	Os02g0758800	Plantacyanin-like 4/Uclacyanin-like protein UCL6	
	Os01g0827300	Laccase 3/LAC3	
	Os03g0297900	Laccase 12/LAC12	
osa-miR528-5p	Os06g0567900	Ascorbate oxidase 2	Reactive oxygen species homeostasis, stress tolerance, copper homeostasis, strigolactone signal perception
	Os08g0137400	Uclacyanin-like protein UCL23	
	Os07g0570550	Cupredoxin domain containing protein	
	Os06g0154200	F-box/LRR-repeat MAX2 homolog/DWARF3	
	Os08g0561700	Superoxide dismutase 4/CSD4	
osa-miR397b-5p	Os05g0458600	Laccase 15/LAC15	Copper homeostasis, lignin biosynthesis, brassinosteroid response

To further elucidate the potential biological functions of the predicted target genes in Zn deficiency response, GO enrichment analysis was performed. In total, 26 GO terms of biological process group, 19 GO terms of molecular function group, and 18 GO terms of cellular component group were significantly enriched (FDR < 0.05) ( Fig. 4; Additional file 2: Figure S6 and S7). Among the enriched molecular functions, the most significant GO terms were oxidoreductase activity (GO:0016682), laccase activity (GO:0008471), serine-type peptidase activity (GO:0008236), Cu ion binding (GO:0005507), and serine hydrolase activity (GO:0017171) (Fig. 4). Among the enriched biological processes, the most enriched GO terms were lignin metabolic process (GO:0009808), phenylpropanoid catabolic process (GO:0009808), cellular amino acid derivative catabolic process (GO:0042219), secondary metabolic process (GO:0019748), and proteolysis (GO:0006508) (Additional file 2: Figure S6). In cellular component group, apoplast (GO:0048046), chromatin (GO:0000785), and photosynthetic membrane (GO:0034357) were the most over-represented terms (Additional file 2: Figure S7).

**Fig. 4:**
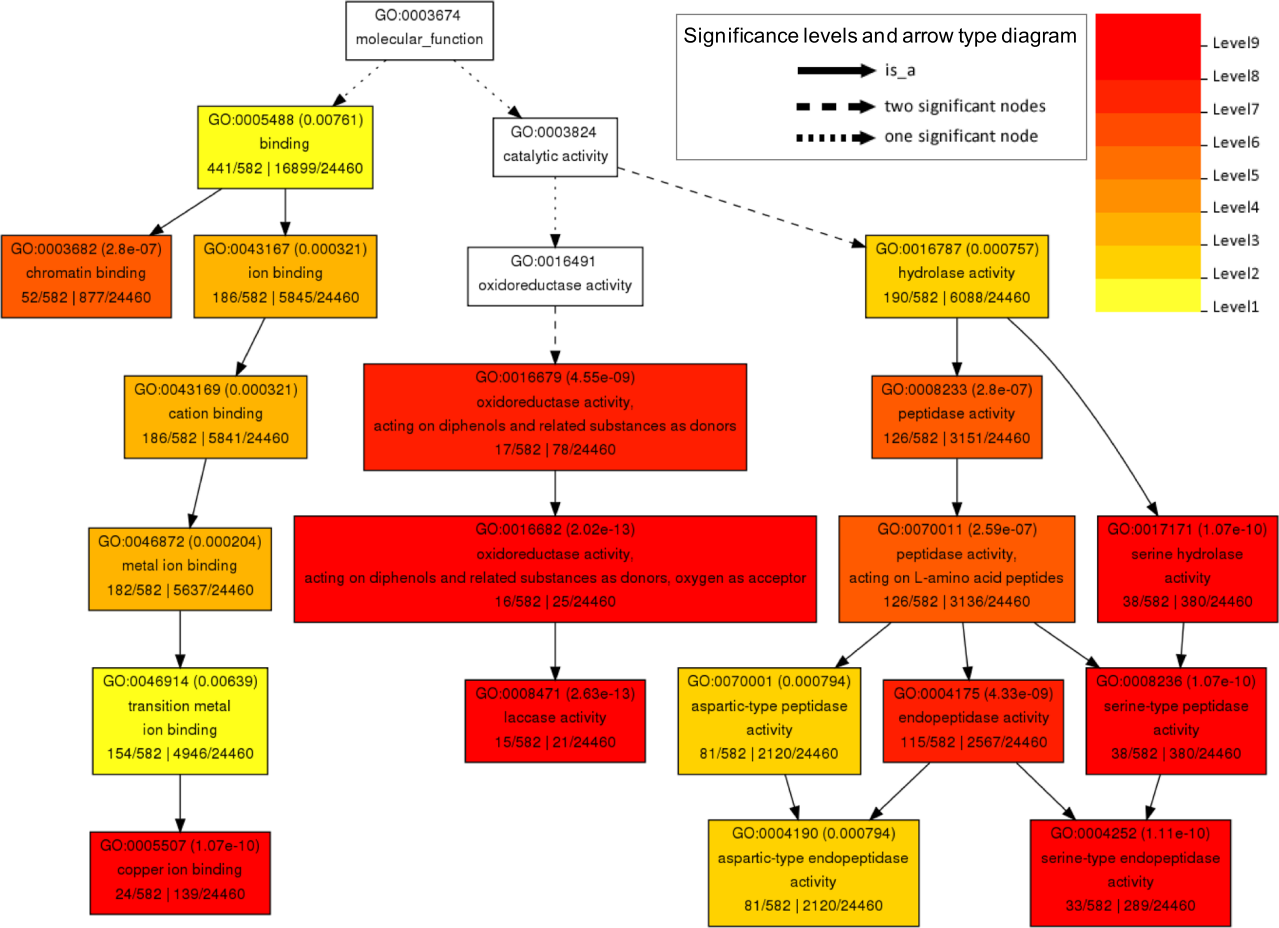
Gene ontology (GO) representation of the overrepresented GO terms of molecular functions in the potential target genes of the differentially expressed miRNAs under Zn deprivation and/or Zn resupply. The GO representation was generated using single enrichment analysis (SEA) tool on AgriGO (http://bioinfo.cau.edu.cn/agriGO/) (Fisher’s test, P < 0.05, FDR < 0.05). The number in parenthesis represents the FDR value

### Integrated analysis of miRNAome and transcriptome

Given that miRNAs negatively regulate the expression of their target mRNAs by target cleavage, the expression patterns of miRNAs generally show an inverse correlation with those of their target genes. 

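Os04g0304400, the MADS-box gene that was a DEG in -Zn roots, is the only predicted target in Table 4 that passed the test in ZMR/ZPR, and 0 of the 10 targets tested passed it in ZRR/ZMR. In shoots, 0 of the 7 targets tested were DEGs in ZMS/ZPS by limma, where 345 loci had an unadjusted p under 0.05. The transferase gene Os05g0278500 (chromosome 5 of IRGSP-1.0, from 11609371 to 11615022) had 0.134 ± 0.112 FPKM (SD, n = 3) in ZPS, 1.98 ± 0.476 in ZMS and 0.683 ± 0.441 in ZRS (log2 fold change 1.97 under -Zn, adjusted p = 0.149). DWARF3 (Os06g0154200), an F-box gene of strigolactone signalling, had 1.74 ± 0.38, 5.90 ± 0.84 and 3.63 ± 2.25 (1.52 under -Zn, adjusted p = 1). In roots, Os06g0505501, a locus of 1 exon, had 5.03, 2.00 and 3.36 FPKM in ZPR, was listed at 0 in ZMR and had 0, 1.63 and 3.20 in ZRR (adjusted p = 0.38 under -Zn). The NB-ARC gene Os11g0684700 had 8.39, 0 and 0 FPKM in ZPR, 0, 0.103 and 0 in ZMR and 8.12, 2.72 and 10.5 in ZRR (adjusted p = 0.918 on resupply). The pentatricopeptide repeat gene Os08g0107800 did not exceed 1.37 FPKM in any ZPR, ZMR or ZRR library. Adjusted over the list alone, 2 targets were higher in ZMS/ZPS, 2 were higher and 1 lower in ZMR/ZPR, and 2 were higher and 4 lower in ZRR/ZMR. The study chose this list on these samples, so these counts are not independent evidence of its direction. The list's median was 1.30 in ZMS/ZPS (camera, adjusted p = 0.00278, and adjusted p = 0.144 with an estimated correlation), 0.70 in ZMR/ZPR (0.0278, and adjusted p = 0.149 with an estimated correlation, 0.0785 with the replicate number as a block) and -1.05 in ZRR/ZMR (0.026, and adjusted p = 0.153 with an estimated correlation, 0.0735 without ZRR 3).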

By integrating transcriptome and miRNAome data, twelve DEGs under -Zn and/or Zn resupply were predicted to be targeted by 10 miRNAs (including four known and six novel miRNAs) that were responsive to -Zn and/or Zn resupply (Table 4). Half of the potential target DEGs showed a different response to Zn deficiency or Zn resupply as compared with the corresponding miRNAs, suggesting the negative regulation of these miRNAs on their potential target genes. For example, miR397b-5p was up-regulated by Zn resupply, while its potential target genes *OsLAC11* (Os03g0273200) and *OsLAC29* (Os12g0258700) were up-regulated by -Zn or down-regulated by Zn resupply; osa-miR398a-5p was up-regulated by Zn deficiency, while its potential target gene *Os07g0213800* was down-regulated; nov-miR4 was down-regulated by Zn resupply, while its potential target gene *Os01g0358700* was up-regulated; nov-miR6 was down-regulated by Zn deficiency, while it potential target gene *Os04g0623901* was up-regulated; nov-miR23 was down-regulated by Zn deficiency, while its potential target gene *Os01g0923900* was down-regulated by Zn-resupply. However, half of the potential target genes showed similar expression patterns with the miRNAs (Table 4). This may be caused by the following reasons: these genes are inauthentic targets of the miRNAs; there are complicated regulation of the potential target genes; the potential target genes are regulated by translational repression but not by transcript cleavage.

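OsLAC11 (chromosome 3 of IRGSP-1.0, from 9167573 to 9170349), a gene of the laccases, copper enzymes that can polymerise lignin, had 10.7 ± 3.24 FPKM (SD, n = 3) in ZPR, 42.8 ± 5.35 in ZMR and 18.7 ± 6.36 in ZRR. Its log2 fold change was 1.98 under -Zn (standard error 0.29, adjusted p = 0.0979, 0.0297 without ZRR 3 and 0.00321 to 0.351 over its other alternatives) and -1.23 on resupply (standard error 0.29, adjusted p = 0.64). OsLAC29 (chromosome 12, from 8960777 to 8964032) had 11.2 ± 4.48, 18.9 ± 5.85 and 4.34 ± 2.75 FPKM, with log2 fold changes of 0.76 (adjusted p = 1) and -2.16 (adjusted p = 0.612). Os07g0213800, a locus of 1 exon, had 3.14, 0 and 1.29 FPKM in ZPS and was listed at 0 in ZMS (adjusted p = 1). Os01g0358700 had 0.189 ± 0.321 FPKM in ZPR, 0.00788 ± 0.00685 in ZMR and 1.30 ± 0.466 in ZRR (log2 fold change 1.79 on resupply, adjusted p = 0.256). Os04g0623901, also of 1 exon, was listed at 0 in ZPS, had 1.12, 0 and 0.748 FPKM in ZMS, and did not pass the filter for the test. Os01g0923900, an F-box gene, had 18.0 ± 14.1 FPKM in ZPR, 26.6 ± 4.46 in ZMR and 3.21 ± 0.806 in ZRR (log2 fold change -2.88 on resupply, adjusted p = 0.879). Of 14 laccases tested in roots, 0 were DEGs by limma in either root comparison. Adjusted over the list alone, 1, OsLAC11, was higher under -Zn and lower on resupply. Their median was 0.23 in ZMR/ZPR (camera, adjusted p = 0.000373, and adjusted p = 0.112 with an estimated correlation) and -0.26 in ZRR/ZMR (0.0109, and adjusted p = 0.16 with an estimated correlation, 0.353 without ZRR 3). In shoots, 11 laccases had a median of -0.55 in ZRS/ZMS (0.0436, and adjusted p = 0.579 with an estimated correlation, 0.16 with the replicate number as a block). The median over all tested shoot loci in ZRS/ZMS was -0.19, and -0.058 without ZRS 1. The small RNA libraries were not analysed here.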

**Table 4:** DEGs under Zn deficiency and/or Zn resupply that are potential targets of Zn-responsive miRNAs

miRNA	miRNA response to Zn	Potential target	Target description	Target response to Zn
osa-miR171g-5p	-Zn up	Os05g0278500	Transferase family protein	-Zn up
osa-miR397b-5p	Zn resupply up	Os03g0273200	LACCASE 11	-Zn up
		Os12g0258700	LACCASE 29	Zn resupply down
osa-miR398a-5p	-Zn up, Zn resupply down	Os07g0213800	Similar to Allergenic protein	-Zn down
osa-miR528-5p	-Zn up	Os06g0154200	Similar to F-box/LRR-repeat MAX2 homolog	-Zn up
nov-miR1	Zn resupply down	Os08g0107800	Pentatricopeptide repeat domain containing protein	Zn resupply down
nov-miR4	Zn resupply down	Os01g0358700	–	Zn resupply up
nov-miR6	-Zn down	Os04g0623901	Non-protein coding transcript	-Zn up
nov-miR23	-Zn down	Os06g0505501	Non-protein coding transcript	-Zn down, Zn resupply up
		Os01g0923900	Cyclin-like F-box domain containing protein	Zn resupply down
nov-miR26	-Zn down	Os11g0684700	Similar to NB-ARC domain containing protein	Zn resupply up
nov-miR38	-Zn up, Zn resupply down	Os04g0304400	Similar to MADS-box protein AGL16-II	-Zn up, Zn resupply down

### Confirmation of miRNAome and transcriptome results by qRT-PCR

To confirm the small RNA sequencing results, seven Zn-responsive miRNAs were randomly selected for expression validation by qRT-PCR. Primary miRNAs (pri-miRNAs), which contain a characteristic hairpin structure, are transcribed from MIR genes through polymerase II in plants and can be used to indicate the expression level of mature miRNAs [59]. Here, the primary transcripts of these miRNAs were analyzed using gene-specific primers based on the sequences of the corresponding miRNA genes. The expression of pri-miRNAs were almost consistent with the small RNA sequencing results of mature miRNAs. For example, pri-miR398a was up-regulated by Zn deficiency and down-regulated by Zn resupply; pri-miR408 was up-regulated by Zn resupply; pri-miR528 was up-regulated by Zn deficiency (Fig. 5). However, pri-miR397b and pri-nov-miR28 were repressed by Zn deficiency, which is inconsistent with the expression of mature miR397b and nov-miR28, suggesting the different responses of these pri-miRNAs and mature miRNAs under Zn deficiency. To confirm the RNA sequencing results, four Zn-responsive genes (*Os05g0472400*, *Os03g0191900*, *Os06g0639800*, and *Os06g0131300*) were randomly selected and investigated by qRT-PCR. The expression patterns of these genes under Zn deficiency and recovery were similar to the results of RNA-seq, with the exception of *Os06g0131300* (Fig. 5). 

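Os05g0472400 (OsZIP9) is measured by RNA-seq at the locus it shares with OsZIP5. In shoots that locus had 0.255 ± 0.125 FPKM (SD, n = 3) in ZPS, 0.484 ± 0.10 in ZMS and 0.187 ± 0.0898 in ZRS, below the filter for the test. The P450 gene Os06g0639800, a DEG in both shoot comparisons, was near 0 in roots, with 0.0669 ± 0.0619 FPKM in ZPR, 0.0245 ± 0.0253 in ZMR and 0.0545 ± 0.0784 in ZRR. Os03g0191900, an ERF transcription factor gene (chromosome 3 of IRGSP-1.0, from 4780248 to 4781460), is a locus of 1 exon. In roots it had 11.3, 0 and 5.97 FPKM in ZMR and was listed at 0 in all ZPR and ZRR libraries, so it did not pass the filter. Os06g0131300 (chromosome 6, from 1674358 to 1676773), also of 1 exon, had 14.2, 139 and 143 FPKM in ZPR, 0, 0 and 0 in ZMR and 0, 150 and 221 in ZRR (limma, adjusted p = 0.823 under -Zn). In shoots, libraries 1 and 3 of each group were listed at 0, while library 2 had 106 FPKM in ZPS, 130 in ZMS and 123 in ZRS (adjusted p = 1 under -Zn). It overlaps loci on the other strand, Os06g0131350 and MSTRG.16904, from which its reads cannot be told apart without strand.

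**Figure D2:**
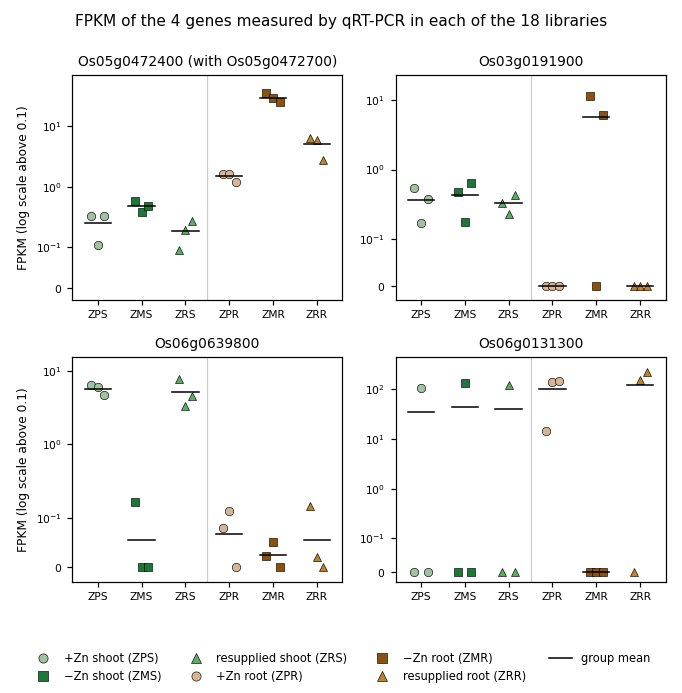
FPKM of the 4 genes measured by qRT-PCR in each of the 18 libraries, on a log scale above 0.1 FPKM; points are libraries and lines are group means. Os06g0131300 is at 0 in 2 of the 3 libraries of every shoot group, and Os03g0191900 is above 1 FPKM only in 2 of the 3 ZMR libraries.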

Significant expression changes of *Os06g0131300* in roots under Zn deficiency and recovery could not be observed by qRT-PCR, but its expression was found to be repressed by Zn deficiency in shoots as observed by qRT-PCR. The expression levels of *Os03g0191900* in shoots could not be detected by qRT-PCR, which is consistent with the low FPKM value in shoots as revealed by RNA-seq (Fig. 5). These results suggest that the data of small RNA sequencing and mRNA sequencing obtained in this study is reliable.

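In shoots, Os03g0191900 had 0.364 ± 0.191 FPKM (SD, n = 3) in ZPS, 0.429 ± 0.236 in ZMS and 0.329 ± 0.101 in ZRS. These group means differed by less than the spread between replicates, and the gene was not tested in shoots because fewer than 3 libraries reached 0.5 FPKM.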

**Fig. 5:**
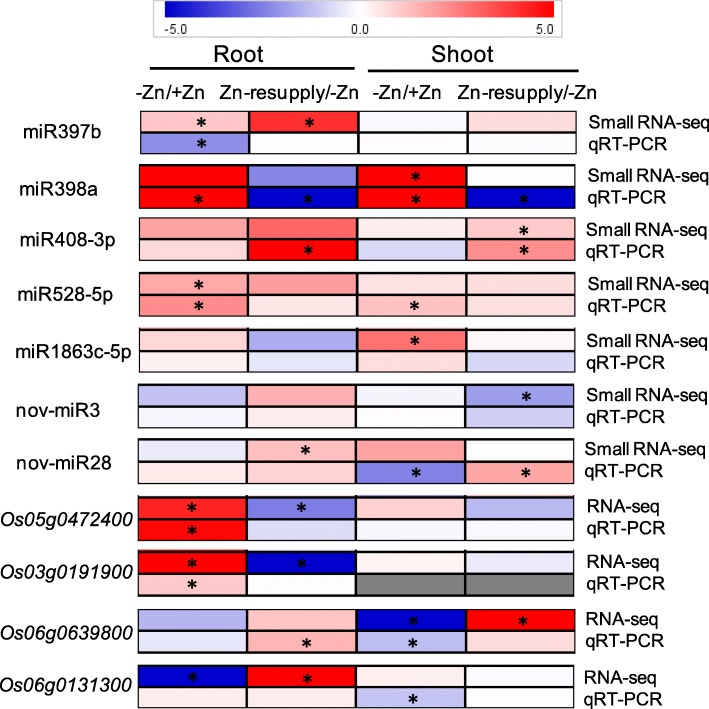
Heatmap of the expression of differentially expressed miRNAs and DEGs revealed by deep sequencing and qRT-PCR. Seven miRNAs and four DEGs were randomly selected and analyzed by qRT-PCR. The primary transcripts of miRNAs (pri-miRNAs) were analyzed to for miRNA expression validation. The intensities of the color represent the fold changes in log2 values according to qRT-PCR results of three replicates. The asterisks indicate an absolute fold change ≥2 and P-value ≤0.05. Red color indicates induction, blue color indicates repression, and gray color indicates no expression detected

We also analyzed the expression of several potential target genes of Zn-responsive miRNAs by qRT-PCR. The potential target genes of miR397b-5p showed differential responses to Zn deficiency; *OsLAC7* (Os01g0850550) and *OsLAC9* (Os01g0850800) were repressed by Zn deficiency in roots, which is contrary to the expression of miR397b-5p; *OsLAC7* was induced by Zn deficiency and repressed by Zn resupply in shoots (Fig. 6a). *OsCDS2*, the potential target gene of miR398a, was found to be repressed by Zn deficiency in roots, which is contrary to the expression of miR398a (Fig. 6b). The potential targets of miR408-3p also showed differential responses to Zn deficiency and Zn resupply, suggesting their different functions in Zn deficiency response. *OsUCL16* (Os06g0218600) was up-regulated by Zn deficiency and down-regulated by Zn resupply; *OsUCL30* (Os08g0482700) was down-regulated by Zn deficiency in roots; *OsORC6* (Os07g0628600) was down-regulated by Zn deficiency in both roots and shoots (Fig. 6c).

**Fig. 6:**
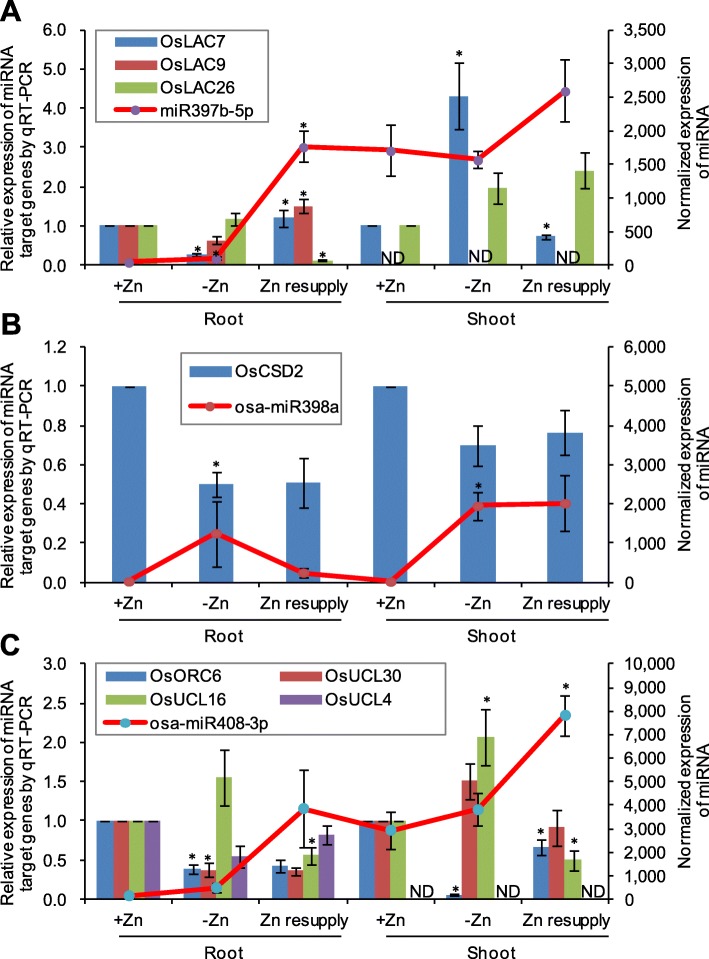
The relative expression levels of three Zn-responsive miRNAs and their potential target genes. The relative expression of potential target genes of miR397b-5p (**a**), miR398a (**b**), and miR408-3p (**c**) were analyzed by qRT-PCR. The normalized expression levels of miRNAs revealed by small RNA sequencing were shown with line charts. The expression level of +Zn control in roots and shoots was normalized to one. Error bar represents standard deviation of three biological replicates. The asterisk above error bar indicates an absolute fold change ≥2 (−Zn/+Zn, or Zn resupply/−Zn) and P-value ≤0.05. ND means “not detected”

## Discussion

### Identification of DEGs in response to Zn deficiency and recovery

In this study, a total of 569 loci were found to be responsive to Zn deficiency and/or Zn resupply; 360 of them were responsive to Zn deficiency in roots and/or shoots, and 316 of them were responsive to Zn resupply in roots and/or shoots (Fig. 2). 

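By limma, 42 loci were DEGs in at least 1 of ZMS/ZPS, ZMR/ZPR, ZRS/ZMS and ZRR/ZMR. Of these, 21 responded to -Zn, 7 of them in both shoots and roots, and 36 to resupply, 5 of them in both tissues. Among the 21 were 4 loci of the ZIP family (OsZIP4, OsZIP8, OsZIP10 and the locus of OsZIP9 and OsZIP5), 1 gene of phytosiderophore synthesis (OsNAAT1) and 1 GRAS gene (Os02g0663100). The same 4 ZIP loci, OsNAAT1 and Os02g0663100 were among the 36. These also held 1 metallothionein gene (Os12g0568200), 12 loci close together on chromosome 8 and 9 loci with no RAP name.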

By comparing with earlier studies [24], 49 of the DEGs were reported to be responsive to Zn deficiency and/or Zn resupply (Additional file 1: Table S14). Five of the common DEGs are putative Zn transporters, and three of the common DEGs are metallothionein-like proteins, which are implicated in Zn homeostasis [7, 60]. In addition, 97 DEGs were found to be recovered by Zn resupply treatment in shoots and/or roots (Tables 1 and 2), suggesting their specific responses to Zn deficiency. These DEGs were enriched in GO terms of cellular metabolic process, primary metabolic process and biosynthetic process (Additional file 2: Figure S8), suggesting that these processes are affected by Zn deficiency and can be recovered by Zn resupply. 

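In roots, the metallothionein type 1 gene Os12g0568200 (chromosome 12 of IRGSP-1.0, from 23383189 to 23384177) fell on resupply from 106 ± 19.6 FPKM (SD, n = 3) in ZMR to 7.26 ± 4.11 in ZRR (log2 fold change -3.96, standard error 0.49, adjusted p = 0.0281). It had 54.1 ± 23.0 in ZPR (1.03 under -Zn, adjusted p = 1). Metallothioneins are small cysteine-rich proteins that bind Zn and copper. Of 12 tested in roots, this 1 was a DEG on resupply, and 6 were lower when adjusted over the list alone. The others included Os12g0567800 (50.3 ± 5.13 FPKM in ZMR and 19.4 ± 9.45 in ZRR, log2 fold change -1.47, adjusted p = 0.805), Os12g0568500 (1033 ± 686 and 180 ± 157, -3.10, adjusted p = 0.983) and Os12g0571100 (5102 ± 2036 and 1310 ± 1083, -2.41, adjusted p = 0.983). The list's median was -1.44 (camera, adjusted p = 2.2e-07, and adjusted p = 0.0976 with an estimated correlation). Under -Zn it was 0.21 in roots (adjusted p = 0.138). Close by on the same strand of chromosome 12, the locus MSTRG.30070 (from 23378602 to 23380078), named in Table 2, fell from 91.8 ± 29.4 FPKM in ZMR to 0.461 ± 0.237 in ZRR (log2 fold change -6.57, adjusted p = 0.0034). It had 21.6 ± 19.8 in ZPR (2.38 under -Zn, adjusted p = 0.421). Metallothionein genes lie together on chromosome 12 and may share reads. The call for Os12g0568200 was made under 13 of 20 alternatives.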

Four of the DEGs (*Os03g0108300*, *Os10g0528400*, *Os12g0570700*, *Os12g0571000*) were also reported to be recovered by Zn resupply [24].

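Os12g0571000, a metallothionein type 1 gene (chromosome 12 of IRGSP-1.0, from 23512501 to 23513406), had 57.8 ± 20.0 FPKM (SD, n = 3) in ZPR, 460, 112 and 88.1 in ZMR 1 to 3 and 5.60 ± 5.51 in ZRR (log2 fold change -5.21 on resupply, adjusted p = 0.106). The metallothionein gene Os12g0570700 had 170 ± 200, 108 ± 92.2 and 11.6 ± 9.15 FPKM (-3.05 on resupply, adjusted p = 0.983). Os03g0108300, annotated as cellulase-like (chromosome 3, from 492815 to 494093), had 0.295 ± 0.188 FPKM in ZPS and 17.2 ± 0.769 in ZMS, and 18.4, 0.0402 and 0.181 in ZRS 1 to 3. Its log2 fold changes were 4.51 under -Zn (adjusted p = 1) and -3.21 on resupply (adjusted p = 0.749). It was a DEG in both comparisons without ZRS 1, and under -Zn also with only the 6 libraries of that comparison. Os10g0528400, a glutathione S-transferase gene (chromosome 10, from 20559589 to 20560614), had 0, 8.79 and 7.37 FPKM in ZMS, was listed at 0 in ZPS and ZRS, and did not pass the filter.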

Twelve DEGs were predicted to be targeted by 10 Zn-responsive miRNAs, and half of them showed a differential expression with miRNAs under Zn deficiency and/or Zn resupply (Table 4), suggesting the interactions between miRNAs and their potential target genes. However, this cannot exclude the responsiveness of other potential target genes of Zn-responsive miRNAs. As revealed by qRT-PCR, several potential target genes of miR397b, miR408 and miR398a were also found to be induced or repressed by Zn deficiency and/or Zn resupply (Table 3, Fig. 5b). The number of DEGs potentially regulated by Zn-responsive miRNAs in this study is far below our expectation. One of the possible reasons is that the accepted standard used for the definition of DEGs may miss some interactions between miRNAs and their potential target genes, and more interaction pairs may be identified by lowering the threshold.

### miRNAs potentially involved in the regulation of Zn deficiency response in rice

miRNAs have been demonstrated to be involved in signaling and regulation of nutrient stress responses, like nitrogen deficiency, phosphate starvation, sulfate deprivation, and Cu deficiency [38–40, 61, 62]. In this study, we analyzed the miRNA expression profilings under Zn deficiency and Zn resupply, and 68 miRNAs were found to be responsive to Zn deficiency and/or Zn resupply in rice (Fig. 3). Some of the miRNA families were also found to be responsive to Zn deficiency in *Sorghum bicolor*, like miR171, miR398, miR399, miR408, and miR528 [2], suggesting their conserved roles in plant response to Zn deficiency.

Among the Zn-responsive miRNAs, 38 (56%) of them were novel miRNAs. Most of these novel miRNAs (36/38) are encoded by a single locus (Additional file 1: Table S12), suggesting their recent evolutionary origin. Most of the novel miRNAs (30/38) contained an opposite strand (miRNA*) that can be detected by small RNA sequencing, and most of the novel miRNAs (28/38) were 24 nt in length (Additional file 1: Table S12; Additional file 2: Figure S5). In rice, a proportion of pri-miRNAs can be processed into canonical miRNAs (21 nt) and long miRNAs (24 nt) by Dicer-like 1 (DCL1) and DCL3, respectively [63, 64]. The 24 nt long miRNAs are sorted into the effector Argonaute 4 (AGO4) and possibly direct DNA methylation by base pairing with target loci-derived transcripts [26, 63]. DNA methylation modulates gene expression and represses the transcription and movement of transposable elements. The expression of some key nutrient stress-responsive genes has been suggested to be regulated by DNA methylation under specific nutrient stress conditions [65]. In this study, many of the Zn-responsive novel miRNAs (20/38) were down-regulated by Zn deficiency and/or up-regulated by Zn resupply (Fig. 3). The potential target genes of these Zn-responsive novel miRNAs encode various kinds of proteins, such as transcription factors, transporters, protein kinases, Zn-containing protein, and oxidoreductases (Additional file 1: Table S13). Whether these recently-evolved and possibly species-specific Zn-responsive novel miRNAs are associated with acclimation to submergence and low Zn conditions in rice, and are involved in epigenetic regulation of Zn deficiency response deserve further investigations.

### Potential role of miRNAs in Cu-Zn interaction in plants

Among the Zn-responsive miRNAs identified in this study, some of the miRNA families were previously documented to be responsive to Cu deficiency, such as miR397, miR398, and miR408, which are all induced by Cu deficiency and their target genes encode various Cu-containing proteins [39]. In rice, nineteen potential target genes of the Cu/Zn-responsive miRNAs have been validated, most of them encode Cu-containing proteins, like CSDs, laccases, plantacyanin like proteins, and uclacyanin-like proteins (Table 3). The potential target genes of Zn-responsive miRNAs were significantly enriched in the GO terms of Cu ion binding and laccase activity (Fig. 4). These results suggest the involvement of miRNAs in the interaction between Cu and Zn nutrition in plants.

It has been demonstrated that Cu and Zn could interact in several ways: Cu competitively inhibits Zn absorption, Zn strongly depresses Cu absorption, and Cu affects the redistribution of Zn within plants [66, 67]. The uptakes of Cu and iron (Fe) were found to be increased by Zn deficiency in rice seedlings [68]. In this study, miR398 and miR528 were found to be induced by Zn deficiency. The induction of miR398 and miR528 could depress the expressions of Zn-containing target gene *CSD*s [2, 50], which can be functionally replaced by Fe superoxide dismutase and Mn superoxide dismutase, thus further allow the allocation of limited Zn to other essential Zn-containing proteins in order to adapt to the low Zn environment. The miRNA-mediated regulation of Zn homeostasis could be similar to that of the miRNA-mediated regulation of Cu homeostasis as reported previously [69, 70]. Interestingly, another two Cu-responsive miRNAs, miR397 and miR408 were found to be induced by Zn resupply (Fig. 3). The induction of these two miRNAs may be a direct effect of Zn resupply, and may also be an indirect effect of Zn-resupply-induced antagonism on Cu nutrition. The primary transcripts of miR397b and miR408 were found to be repressed by Zn deficiency (Fig. 5). Whether the repressions of miR397b and miR408 would be associated with the Zn deficiency-induced Cu accumulation in plant tissues deserve further studies.

### miRNA-mediated oxidative stress in response to Zn deficiency

Zn deficiency can interfere with membrane-bound NADPH oxidase producing ROS and further cause oxidative damage to critical cell compounds by the excessive ROS, which is a major factor affecting plant growth under Zn deficiency [11]. It has been reported that Zn deficiency causes cellular damage in leaves and roots and maintaining a higher ROS defense level is associated with reduced cellular damage in rice leaves [2, 71, 72]. In this study, GO terms of oxidoreductase activity was significantly enriched in the potential target genes of Zn-responsive miRNAs (Fig. 4). miR398 was reported to be involved in the regulation of oxidative stress response by silencing the expression of *CSD1* and *CSD2* in Arabidopsis [73]. Here, miR398 was induced by Zn deficiency in the shoots. The induction of miR398 could repress the expression of its target genes (*CSDs*, *SODX*, *CCSD*) and then promote the accumulation of ROS. miR398 was also reported to be induced by other stresses, such as salt, heat and infection of blast fungus *Magnaporthe oryzae* [29, 52]. The induction of miR398 has been suggested to be required for thermotolerance in Arabidopsis and resistance to blast disease in rice [51, 52]. Another Zn-responsive miRNA, miR528 was also reported to be involved in the regulation of ROS accumulation [55, 56]. One of the target gene of miR528, *CSD4* (*Os08g0561700*) is possibly involved in ROS scavenging. Another target gene of miR528, *Os06g0567900*, encoding a L-ascorbate oxidase (AO)*,* is involved in producing ROS by regulating the redox state of the apoplast by oxidizing apoplastic L-ascorbate acid [56]. Overexpression of osa-miR528 can decrease AO activity and increase ROS scavenging and further improve plant tolerance to salt and nitrogen deficiency stresses in creeping bentgrass [55]. In this study, miR528 was found to be induced by Zn deficiency, suggesting its role in balancing ROS accumulation and scavenging under Zn stress.

## Conclusions

The present study is the first attempt to integrate global miRNA and mRNA expression profiles to identify regulatory miRNA/target modules in response to Zn deficiency and recovery in rice. A set of 68 miRNAs including 38 novel miRNAs and five Cu-responsive miRNAs were identified to be differentially expressed. At least 12 potential target genes of Zn-responsive miRNAs were found to be altered by Zn deficiency and recovery. Ninety-seven Zn-deficiency-responsive genes were found to be recovered by Zn resupply. This global analysis of the rice miRNAome and transcriptome in responses to Zn deficiency and recovery identifies candidate miRNAs and genes that can be further characterized to increase our understanding of the molecular mechanisms of Zn deficiency response. The identified differentially expressed miRNA/target modules and genes can also be considered as candidates for improving Zn deficiency tolerance by genetic engineering approaches.

## Methods

### Plant material and growth conditions

Seeds of the rice (*Oryza sativa* L. ssp. *japonica cv. Nipponbare*) from our own lab were surface sterilized in 10% (v/v) H_2_O_2_ for 20 min and rinsed with sterile water [74]. Seeds were then transferred to seedling trays floating on sterile water for germination. After growing in the sterile water for 10 days, seedlings were transferred to a plastic container with 2.5 L Yoshida solution [75]. After growing in the nutrient solution (with 1.5 μM ZnSO_4_) for 1 week, uniform seedlings were used for Zn deficiency (−Zn) treatment. For -Zn treatment, no ZnSO_4_ was added to the nutrient solution. The fresh nutrient solution was replenished every 2 day, and the pH was adjusted to 5.6. Plants were grown in a growth chamber under controlled conditions. The light intensity was approximately 180 μmol m^− 2^ s^− 1^ at shoot height with a day/night cycle of 16 h/8 h at 26 °C/24 °C. The relative humidity was 50%. Roots and shoots of rice seedlings were collected after Zn-deficient treatment for 2 weeks. For Zn-resupply treatment, Zn-deficient seedlings were transferred to normal nutrient solution containing 1.5 μM ZnSO_4_ for 3 days. After Zn-resupply treatment, roots and shoots were collected for analyses at the same time point as collecting the Zn-deficient samples (4 hours after illumination).

### Zn content determination

Zn content was analyzed as described previously [23, 76]. Plant tissues were collected and dried in an oven at 80 °C for 3 days. The roots were rinsed with deionized water for three times before collection. The dried roots or shoots were ground, and about 0.10 g sample was used for analysis. After digestion with HNO_3_/HClO_4_ (4:1, v/v) at 180 °C for 4 h, the solution was diluted five times with 1% HNO_3_, and then the concentration of Zn was determined by Inductively Coupled Plasma Mass Spectroscopy (Perkin-Elmer NexION 300X, Waltham, MA).

### cDNA library construction and RNA sequencing

Rice shoots and roots were collected after Zn-deficiency and Zn-resupply treatments. Three rice seedlings were collected and mixed together as one sample. Eighteen samples (Zn plus shoot, ZPS; Zn minus shoot, ZMS; Zn plus root, ZPR; Zn minus root, ZMR; Zn resupply shoot, ZRS; Zn resupply root, ZRR, each with three biological replicates) were harvested for RNA library construction and sequencing. Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA), and the quantity and quality were analyzed by Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA). The RIN value (RNA integrity number) of all RNA samples were more than 8.0. Ten μg of total RNA of each sample was subjected to isolate Poly (A) mRNA with poly-T oligo-attached magnetic beads (Invitrogen, Carlsbad, CA). After purification, the mRNA is fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments were reverse-transcribed to create cDNA libraries according to the instructions of the mRNA-Seq sample preparation kit (Illumina, San Diego, USA). The average insert size of the paired-end libraries was 300 ± 50 bp. The paired-end sequencing was performed on an Illumina Hiseq4000 at the LC-BIO (Hangzhou, China). The RNA-seq datasets of this study were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE130980 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130980).

### Mapping of RNA-seq reads and identification of differentially expressed genes

The initial base calling and quality filtering of the reads generated with the Illumina analysis pipeline (Fastq format) were conducted using a custom Perl script and the default parameters of the Illumina pipeline (http://www.illumina.com). Additional filtering for poor-quality bases was performed using the FASTX-toolkit available in the FastQC software package (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The rice reference genome (version IRGSP-1.0) (https://rapdb.dna.affrc.go.jp/) was indexed by Bowtie2 to facilitate the read mapping. The read mapping was performed using the Tophat software (version 2.1.1) package [77]. Tophat allows multiple alignments per read (up to 40) and a maximum of two mismatches when mapping the reads to the reference genome. Reads were first mapped directly to the genome using indexing and the unmapped reads were used to identify novel splicing events. The aligned read files were processed by Cufflinks to measure the relative abundances of the transcripts by using the normalized RNA-seq fragment counts. The estimated gene abundance was measured in terms of the fragments per kilobase of transcript per million mapped reads (FPKM). The DEGs between the two treatments were identified using Cuffdiff (version 2.1.1). Only the genes with a log2 fold change ≥1 or ≤ − 1, and an adjusted *P*-value (FDR ≤ 0.05) were considered as significantly DEGs. The Pearson correlation was calculated and plotted using the R Stats package (version 3.5.0) based on the normalized counts of mRNAs of each sample.

### Functional annotation and gene ontology (GO) enrichment

Zn-deficiency responsive genes and potential target genes of miRNAs were annotated for gene ontology (GO) terms [78] and categorized into molecular function, cellular component, and biological process categories. GO term enrichment was conducted using single enrichment analysis tool on AgriGo (http://bioinfo.cau.edu.cn/agriGO/) [79]. GO category (http://geneontology.org/) with an adjusted P-value ≤0.05 was regarded as significantly enriched.

### Construction of small RNA libraries and sequencing

Eighteen samples (ZPS, ZMS, ZPR, ZMR, ZRS, and ZRR, each with three biological replicates) were harvested for small RNA library construction and sequencing. Total RNAs were extracted from samples using Trizol reagent (Invitrogen, Carlsbad, CA). Approximately 1.0 μg of total RNA was used to prepare a small RNA library according to the instruction of TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, USA). Single-end sequencing with a length of about 50 bp was performed on an Illumina Hiseq2500 at the LC-BIO (Hangzhou, China). The small RNA sequencing datasets of this study were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE131003 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131003).

### Identification of miRNAs and prediction of their target genes

The raw reads were performed on an in-house program ACGT101-miR (LC Sciences, Houston, Texas, USA) to remove adaptor sequences, low-complexity sequences, junk reads, repeat sequences, and the reads that matched the common non-coding RNA families (tRNA, rRNA, snoRNA, and snRNA) deposited in Rfam database (http://www.sanger.ac.uk/software/Rfam). Subsequently, unique sequences with length of 20–24 nucleotide (nt) were mapped to rice miRNA precursors in miRBase 22.0 by BLAST (version 2.6.0) to identify known miRNAs and novel 3p- and 5p- derived miRNAs. Length variation at both 3′ and 5′ ends, and one nt mismatch of the miRNA sequence for the alignment were allowed. The unique sequences mapping to rice mature miRNAs in the precursors were identified as known miRNAs. The unique sequences mapping to the opposite arm of known rice miRNA precursor hairpin were considered to be novel 5p- or 3p- derived miRNA candidates. The remaining sequences were mapped to miRNA precursors of other plant species in miRBase 22.0 (http://www.mirbase.org/) by BLAST (version 2.6.0), and the mapped pre-miRNAs were further aligned with the rice genome to determine their genomic locations. The remaining unmapped sequences were further aligned with the rice genome, and the flanking sequences with a length of 120 nt were collected for secondary structure prediction using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi). The criteria for novel miRNA prediction and characterization were based on previous study [80].

The abundance of each miRNA were normalized to the expression of tags per million (TPM) following the formula: normalized expression = actual miRNA count/total count of clean reads*10^6^. To identify Zn deficiency- or Zn resupply- responsive miRNAs, only the miRNAs with a log2 fold change ≥1 or ≤ − 1 and a *p*-value ≤0.05 were considered as significantly differentially expressed miRNAs. To predict potential target genes of Zn-responsive miRNAs, psRNATarget (a plant small RNA target analysis server) (http://plantgrn.noble.org/psRNATarget/) (V2, 2017 release) was employed based on the imperfect complementation between the sequences of miRNAs and their target genes [46].

### Quantitative RT-PCR analysis

Quantitative RT-PCR (qRT-PCR) was performed on a MyiQ Single Color Real-time PCR system (Bio-Rad) as described previously [81]. qRT-PCR analysis of primary miRNA (pri-miRNA) were performed as described previously [59, 82]. The stem-loop sequences were used for primer design, and if no satisfactory primers could be found, stem-loop sequences were elongated by 100 bp of flanking genomic sequences on each side for primer design. Relative expression levels were normalized to that of two internal control genes *OsACTIN1* (*Os03g0718100*) and *OsUBQ2* (*Os02g0161900*) using the Pfaffl method (Ratio = (*E*_target_)^∆CT^_target_^(control-sample)^/(*E*_ref_) ^∆CT^_ref_^(control-sample)^) [83]. The calculated efficiency (E) of all primers was between 1.8 and 2.2. The sequences of primers are listed in Additional file 1: Table S1.

## Supplementary information

**Additional file 1: Table S1.** Primers used for quantitative RT-PCR analysis. **Table S2.** Summary of the reads from RNA sequencing in the 18 libraries. **Table S3.** RNA-seq analysis of rice shoot and root samples under Zn deprivation and Zn resupply. **Table S4.** List of differentially expressed loci in response to 14 d of Zn deprivation in rice shoots. **Table S5.** List of differentially expressed loci in response to 14 d of Zn deprivation in rice roots. **Table S6.** List of differentially expressed loci in response to 3 d of Zn resupply in rice shoots. **Table S7.** List of differentially expressed loci in response to 3 d of Zn resupply in rice roots. **Table S8.** GO representation of the over-represented GO terms in the DEGs regulated by Zn deprivation and/or Zn resupply. **Table S9.** Overview of small RNA sequencing data of the 18 libraries. **Table S10.** Counts and length distribution of total sRNAs and unique sRNAs in this study. **Table S11.** Summary of the detected known and predicted miRNAs in this study. **Table S12.** Differentially expressed miRNAs in response to 14 d of Zn deprivation and/or 3 d of Zn resupply in the roots and shoots. **Table S13.** Potential target genes of the Zn-responsive miRNAs. **Table S14.** Common DEGs identified in this study and earlier studies.

**Additional file 2: Figure S1.** Pearson’s correlation (R-value) of three biological replicates of shoot and root samples for RNA sequencing under control, Zn deficiency, and Zn resupply conditions. Zn plus shoot, ZPS; Zn minus shoot, ZMS; Zn plus root, ZPR; Zn minus root, ZMR; Zn resupply shoot, ZRS; Zn resupply root, ZRR. **Figure S2.** Length distribution of the small RNAs from the small RNA sequencing data in the six samples. Each bar indicates the mean ± SD of three biological replicates. **Figure S3.** Pearson’s correlation (R-value) of three biological replicates of shoot and root samples for small RNA high-throughput sequencing under control, Zn deficiency, and Zn resupply conditions. **Figure S4.** Venn diagram representing the overlap of the Zn-deficiency- and Zn-resupply- responsive miRNAs (a, known and novel miRNAs; b, novel miRNAs) in roots and shoots. **Figure S5.** Predicted secondary structures of 38 Zn-responsive novel miRNAs identified in this study. The red lines indicate the mature miRNA sequences that were found to be differentially expressed under Zn deficiency and/or Zn resupply. The blue lines indicate the miRNA* sequences that were detected by the small RNA sequencing. If no blue line was indicated, it means that no miRNA* sequences were detected by the small RNA sequencing. **Figure S6.** Gene ontology (GO) representation of the overrepresented GO terms of biological processes in the potential target genes of the differentially expressed miRNAs under Zn deficiency and/or Zn resupply. The GO representation was generated using single enrichment analysis (SEA) tool on AgriGO (http://bioinfo.cau.edu.cn/agriGO/) (Fisher’s test, *P* < 0.05, FDR < 0.05). The number in parenthesis represents the FDR value. **Figure S7.** Gene ontology (GO) representation of the overrepresented GO terms of cellular component in the potential target genes of the differentially expressed miRNAs under Zn deficiency and/or Zn resupply. The GO representation was generated using single enrichment analysis (SEA) tool on AgriGO (http://bioinfo.cau.edu.cn/agriGO/) (Fisher’s test, P < 0.05, FDR < 0.05). The number in parenthesis represents the FDR value. **Figure S8.** Gene ontology (GO) representation of the overrepresented GO terms of biological process in the DEGs recovered by Zn resupply in roots and shoots. The GO representation was generated using single enrichment analysis (SEA) tool on AgriGO (http://bioinfo.cau.edu.cn/agriGO/) (Fisher’s test, P < 0.05, FDR < 0.05). The number in parenthesis represents the FDR value.

## Data Availability

The datasets used during the current study are available from the corresponding author on reasonable request.

## Abbreviations

AGO4: Argonaute 4
AO: L-ascorbate oxidase
bZIP: Basic leucine zipper
CCSD: Copper chaperone for superoxide dismutase
CSD: Copper/zinc superoxide dismutase
Cu: Copper
DCL1: Dicer-like 1
DEG: Differentially expressed gene
Fe: Iron
FPKM: Fragments per kilobase of transcript per million mapped reads
GA: Gibberellin
GO: Gene ontology
H3K9: Histone H3 lysine 9
miRNA: microRNA
NAS: Nicotianamine synthase
qRT-PCR: Quantitative RT-PCR
RLM 5′-RACE: RNA ligase-mediated 5′ rapid amplification of cDNA ends
ROS: Reactive oxygen species
SODX: Superoxide dismutaseX
TF: Transcription factor
ZDRE: Zinc deficiency response element
ZIFL: Zinc-induced facilitator
ZIP: ZRT, IRT-related protein
Zn: Zinc

# Supplementary material for: Integrated analyses of miRNAome and transcriptome reveal zinc deficiency responses in rice seedlings
**Source:** BMC Plant Biol. 2019 Dec 26;19:585. doi: 10.1186/s12870-019-2203-2
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primers used for quantitative RT-PCR analysis. Table S2. Summary of the reads from RNA sequencing in the 18 libraries. Table S3. RNA-seq analysis of rice shoot and root samples under Zn deprivation and Zn resupply. Table S4. List of differentially expressed loci in response to 14 d of Zn deprivation in rice shoots. Table S5. List of differentially expressed loci in response to 14 d of Zn deprivation in rice roots. Table S6. List of differentially expressed loci in response to 3 d of Zn resupply in rice shoots. Table S7. List of differentially expressed loci in response to 3 d of Zn resupply in rice roots. Table S8. GO representation of the over-represented GO terms in the DEGs regulated by Zn deprivation and/or Zn resupply. Table S9. Overview of small RNA sequencing data of the 18 libraries. Table S10. Counts and length distribution of total sRNAs and unique sRNAs in this study. Table S11. Summary of the detected known and predicted miRNAs in this study. Table S12. Differentially expressed miRNAs in response to 14 d of Zn deprivation and/or 3 d of Zn resupply in the roots and shoots. Table S13. Potential target genes of the Zn-responsive miRNAs. Table S14. Common DEGs identified in this study and earlier studies.

**Supplemental Fig. S1** Pearson's correlation (R-value) of three biological replicates of shoot and root samples for RNA sequencing under control, Zn deficiency, and Zn resupply conditions. Zn plus shoot, ZPS; Zn minus shoot, ZMS; Zn plus root, ZPR; Zn minus root, ZMR; Zn resupply shoot, ZRS; Zn resupply root, ZRR.

**Supplemental Fig. S2** Length distribution of the small RNAs from the small RNA sequencing data in the six samples (Zn plus shoot, ZPS; Zn minus shoot, ZMS; Zn plus root, ZPR; Zn minus root, ZMR; Zn resupply shoot, ZRS; Zn resupply root, ZRR). Percentage of each length in the total reads was calculated. Each bar indicates the mean±SD of three biological replicates (n=3).

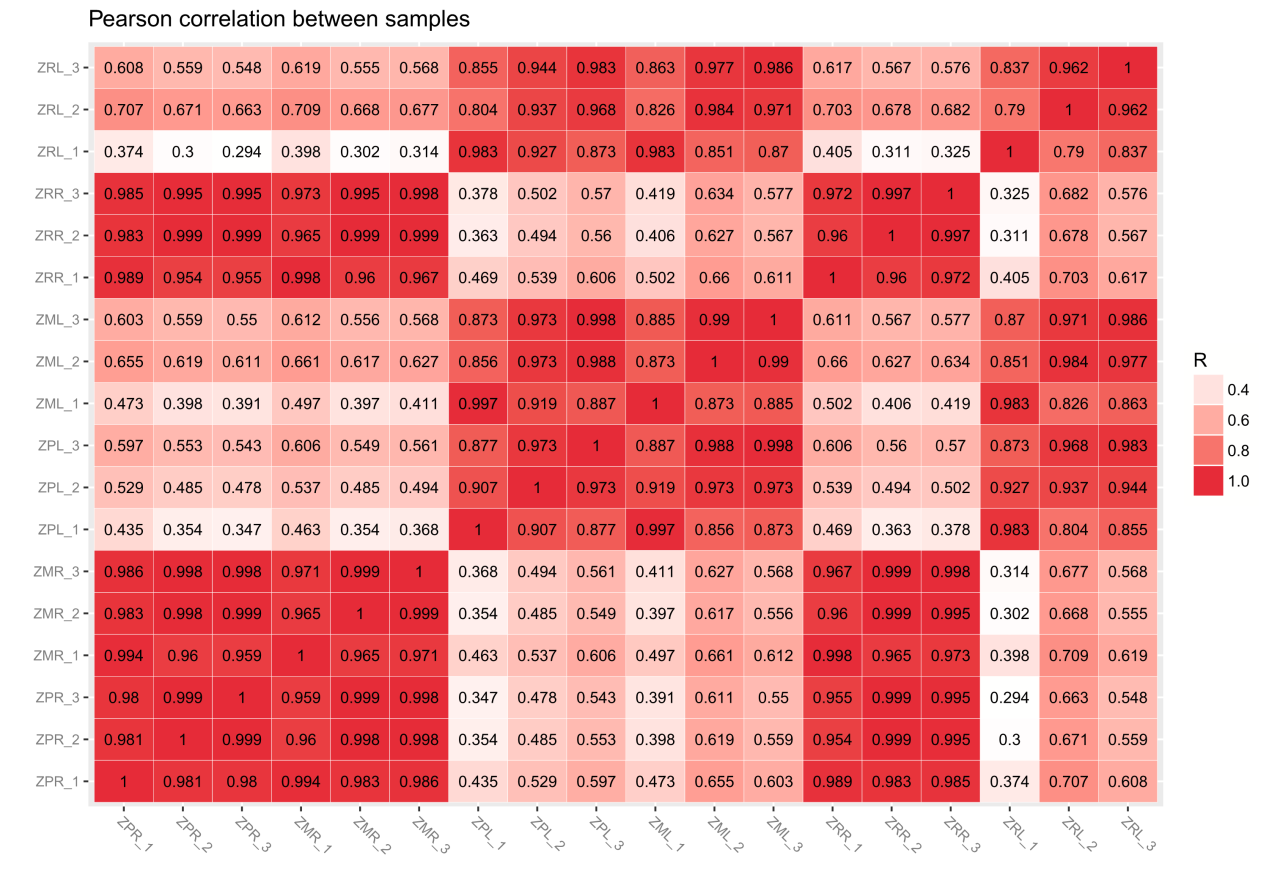

**Supplemental Fig. S3** Pearson's correlation (R-value) of three biological replicates of shoot and root samples for small RNA high-throughput sequencing under control, Zn deficiency, and Zn resupply conditions. Zn plus shoot, ZPS; Zn minus shoot, ZMS; Zn plus root, ZPR; Zn minus root, ZMR; Zn resupply shoot, ZRS; Zn resupply root, ZRR.

**Supplemental Fig. S4** Venn diagram representing the overlap of the Zn-deficiency- and Zn-resupply- responsive miRNAs (a, known and novel miRNAs; b, novel miRNAs) in roots and shoots. Zn plus shoot, ZPS; Zn minus shoot, ZMS; Zn plus root, ZPR; Zn minus root, ZMR; Zn resupply shoot, ZRS; Zn resupply root, ZRR.

continue

continue

continue

**Supplemental Fig. S5** Predicted secondary structures of 38 Zn-responsive novel miRNAs identified in this study. The red lines indicate the mature miRNA sequences that were found to be differentially expressed under Zn deficiency and/or Zn resupply. The blue lines indicate the miRNA* sequences that were detected by the small RNA sequencing. If no blue line was indicated, it means that no miRNA* sequences were detected by the small RNA sequencing.

**Supplemental Fig. S6** Gene ontology (GO) representation of the overrepresented GO terms of biological processes in the potential target genes of the differentially expressed miRNAs under Zn deficiency and/or Zn resupply. The GO representation was generated using single enrichment analysis (SEA) tool on AgriGO (http://bioinfo.cau.edu.cn/agriGO/) (Fisher’s test, P < 0.05, FDR < 0.05). The number in parenthesis represents the FDR value.

**Supplemental Fig. S7** Gene ontology (GO) representation of the overrepresented GO terms of cellular component in the potential target genes of the differentially expressed miRNAs under Zn deficiency and/or Zn resupply. The GO representation was generated using single enrichment analysis (SEA) tool on AgriGO (http://bioinfo.cau.edu.cn/agriGO/) (Fisher’s test, P < 0.05, FDR < 0.05). The number in parenthesis represents the FDR value.

**Supplemental Fig. S8** Gene ontology (GO) representation of the overrepresented GO terms of biological process in the DEGs recovered by Zn resupply in roots and shoots. The GO representation was generated using single enrichment analysis (SEA) tool on AgriGO (http://bioinfo.cau.edu.cn/agriGO/) (Fisher’s test, P < 0.05, FDR < 0.05). The number in parenthesis represents the FDR value.

How the deposited data were processed for this re-analysis (not part of the article)

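Poly(A) RNA of the shoots and roots of rice seedlings under +Zn, -Zn and Zn resupply was sequenced by the authors in 18 libraries, 3 for each of 6 groups, each library from a pool of 3 seedlings. Libraries named for leaves in the files are the shoot libraries of the paper. The authors' notes name FastQC, Bowtie2, TopHat, Cufflinks and Cuffdiff, and the paper's methods state TopHat and Cuffdiff with the IRGSP-1.0 genome and RAP-DB annotation. The authors deposited FPKM of each locus and of each isoform per library, made after alignment that allowed several alignments per read, so that reads of near-identical genes can be spread over copies. The isoform table deposited by the authors also holds the coverage of each isoform, in reads per base, and a class code, neither of which the methods or the labels explain. Coverage divided by FPKM was constant within a library, and this ratio was used as the depth. Counts of reads were not used here. Depth was between 3.67 and 7.75 reads per base per FPKM, so 0.5 FPKM is a mean coverage of a few reads per base.

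From these values, log2(FPKM + 0.5) was fitted with limma 3.58.1 (R 4.3.3, lmFit and eBayes with a trend) on the 9 libraries of a tissue, with group as the only term. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over the tested loci unless another test is named. Loci with at least 0.5 FPKM in at least 3 of the 9 libraries were tested. A DEG had an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05, the thresholds of the paper. The difference between the tissues under -Zn was tested as an interaction in 1 fit of all 18 libraries. With 3 libraries against 3, an exact permutation test of a single gene cannot go below 0.1, so none is given. A comparison with a group at 0 in all 3 libraries is given by library. GO terms named by the paper were tested with one-sided Fisher's exact tests (32 tests), with the tested loci that carry a GO term as background. A total of 30 gene lists were fixed, and camera compared each list of at least 3 tested members with the other loci, with a preset correlation of 0.01 and with an estimated correlation. Its p was adjusted over the lists within a comparison. The lists of defensins, of threonine synthase genes and of qRT-PCR reference genes had fewer than 3 tested members and were not tested, and 2 list members had no locus. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 did the rest.

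The genes named are those the paper names in its results, Tables 3 and 4, Fig. 5 and Fig. 6, genes of Tables 1 and 2 where they are discussed, the 10 DEGs of smallest p with groups that do not overlap in each of ZMS/ZPS, ZRS/ZMS, ZMR/ZPR and ZRR/ZMR, and up to 4 members past the thresholds of each list, with members that did not pass for lists that are discussed. The values of Tables 1 and 2 and the opening part of Table S3 had been seen when this rule was written. Merged loci carry more than 1 gene name and are given with all of them. In the comparison with Tables 1 and 2, 10 genes that are listed more than once or whose name is on more than 1 locus were left out, a rule narrowed after the mismatches were seen. Group means were called matching within 0.0051 FPKM plus 0.1% of the value.

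Whether the replicate numbers pair the libraries was checked by the correlation of deviations from the group means between libraries of the same number. It was 0.485, 0.180 and 0.174 for ZMS/ZPS, 0.375, 0.236 and 0.131 for ZRS/ZMS and 0.422, 0.144 and 0.124 for ZMR/ZPR, all above 0.1, so the numbers were taken to pair the libraries in these comparisons. In the other comparisons at least 1 pair was at or below 0.1. In none of the comparisons did every library correlate best with its own number. The fit and camera were tested on simulated data in which 200 loci were changed by known amounts. In ZMS/ZPS over 20512 loci, 7, 21, 36 and 35 of 50 loci changed by 1, 1.5, 2 and 3 on the log2 scale were called, with 3 calls among the unchanged. In ZMR/ZPR over 21717 loci, 12, 20, 33 and 42 of 50 were called, with 8 calls among the unchanged. Of 100 random lists, camera gave 1 a p under 0.05 in each. The simulated noise was drawn independently for each locus and library. These counts therefore do not test the fit or camera where loci or libraries vary together, as the real libraries can.

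A total of 131 alternatives were planned, among them pseudocounts of 0.1 and 1, other filters, scalings and models, the replicate number as a block, zeros taken as missing, and each library left out in turn. Splits of the libraries were counted with the real one included, 10 for 3 against 3 and 100 drawn where there were more. The small RNA libraries, the rest of Table S3 and Tables S4 to S14 were not analysed here.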

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

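The counts of other splits, the tests of sequencing depth and of ZRR 3 alone, and the fits without a library outside the comparison were chosen only after the result was seen, and the other tests in this part were set beforehand.

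The change under -Zn differed between roots and shoots for Os05g0492200 by 2.75 on the log2 scale (interaction in limma, standard error 0.32, adjusted p = 0.00749), with 0.565 ± 0.101 FPKM (SD, n = 3) in ZPS and 0.51 ± 0.194 in ZMS. For OsNAAT1 the difference was -4.64 (standard error 0.65, adjusted p = 0.0351), with 287 ± 44.9 FPKM in ZPR and 141 ± 14.5 in ZMR (log2 fold change -1.02 in roots, adjusted p = 1). The first difference was called under 23 of 23 alternatives, and that of OsNAAT1 under 11 of 24 (adjusted p from 0.00867 to 0.173). The latter call was lost with the replicate block, with a mean FPKM of at least 1 and without any 1 of the 12 libraries apart from ZPR 2. These 2 were the only loci past the thresholds among 18249, where 362 had an unadjusted p under 0.05. Of 100 splits, the real one included, 16 gave at least 2 loci (highest other 4), so chance is not excluded for this count. It was 1 without ZPS 2, ZPS 3, ZMS 3, ZPR 1 or ZMR 3, and 4 without ZPR 2.

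Iron acquisition and phytosiderophore genes, of which the paper lists OsNAAT1 in shoots (Table 1) and does not discuss the change in roots, had a median log2 fold change of -1.85 in ZMR/ZPR. The paper sets the FPKM of resupplied and +Zn plants side by side in Tables 1 and 2 and reports no test of this comparison. In that comparison, 5 loci were DEGs in shoots (2 higher, 3 lower, with 850 at an unadjusted p under 0.05 from limma) and 5 in roots (1 higher, 4 lower, with 958). In ZRS/ZPS, Os08g0165901 (adjusted p = 0.00523), Os08g0120500 (log2 fold change -3.11, adjusted p = 0.0368), Os03g0795350 (-2.15, adjusted p = 0.0479) and Os05g0549700 (adjusted p = 0.0479) passed beside Os04g0561500. In ZRR/ZPR, Os02g0190600 (adjusted p = 0.000124), Os05g0492200 (2.78, adjusted p = 0.0183) and MSTRG.22483 (-2.37, adjusted p = 0.0357) passed, with Os04g0617900, a germin-like gene (-3.58, adjusted p = 0.0328), and Os03g0439700 (-2.47, adjusted p = 0.0446), which were chosen after their values were seen. The shoot count was 3 without ZPS 1 or ZRS 2, 2 without ZPS 3 and 0 without ZPS 2. The root count was 2 without ZPR 1, 12 without ZPR 2, 1 without ZPR 3, 9 without ZRR 1, 3 without ZRR 2 and 10 without ZRR 3. Without a -Zn library, which shares the estimate of the spread, the shoot count was 1 without ZMS 1 or ZMS 2 and 2 without ZMS 3, and the root count was 9 without ZMR 1, 8 without ZMR 2 and 1 without ZMR 3.

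With 3 libraries against 3 the 10 splits are too few for a share under 0.05. The real count and the highest of the other splits were 18 and 7 in ZMS/ZPS (1 split as large), 14 and 9 in ZRS/ZMS (1), 5 and 8 in ZRS/ZPS (5), 10 and 14 in ZMR/ZPR (3), 27 and 11 in ZRR/ZMR (1) and 5 and 16 in ZRR/ZPR (4). Among the 4 splits that part libraries of the same number, as the real one does, the highest other was 4 in ZMS/ZPS, 3 in ZRS/ZMS and 6 in ZMR/ZPR, and among the 6 that do not it was 7, 9 and 14. For recovered loci in shoots, 2 of 100 splits, the real one included, gave at least the real 12, as did 1 of 100 that keep libraries of the same number apart (highest other 9). Both shares are under 0.05. Mixed splits place differences between treatments within groups, so they do not give the count of unchanged groups, and chance is not excluded by them. The highest other of the first set, 306, came from the split that groups the libraries of replicate 1, a structure of the samples. For roots, 5 of 100, the real one included, gave at least the real 8 (highest other 13), and chance is not excluded. Splits that keep libraries of the same number apart were drawn for shoots only.

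Loci listed at 0 in all +Zn and resupplied libraries and above 1 FPKM on average under -Zn numbered 81 in shoots and 89 in roots, most of them with 1 exon (76 and 86). If zeros were placed without regard to Zn, each treatment would hold 33.33% of the loci detected in 1 treatment only. The -Zn share was 34.2% in roots (95% exact interval 28.5 to 40.3, with 84 loci detected only under +Zn and 87 only on resupply), as such zeros would give, and 41.8% in shoots (34.7 to 49.0, with 59 and 54), where only 2 of the 81 were above 0 in all 3 ZMS libraries and zeros and an effect of Zn cannot be told apart. An overlapping locus on the other strand is argued against, since among single-exon loci with a strand the 1020 with such zeros overlapped one at 0.873 times the rate of the 163 without (38.0% and 43.6%, 95% interval of the ratio 0.721 to 1.06). How the FPKM of single-exon loci was estimated stays open. Shallow sequencing is argued against for the 2863 zeros, over all loci, beside a value above 5 FPKM in the same group. Depth was 3.67 to 7.75 reads per base for each FPKM, so such a value was well covered. For zeros beside lower values shallow sequencing stays open. ZRR 3, at 0.526 of the median depth, is 1 library and cannot decide it. It had 684 zeros beside a value above 1 FPKM over all loci, the most of the 18 libraries and 1.13 times the median of the other root libraries.

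Libraries 2 and 3 were the closest pair of each group in log2 values and ranks (in ZRS with a log2 correlation of 0.931, against 0.928 for 1 and 3), and on raw FPKM in each group but ZRR (0.844, against 0.866 for 1 and 2). In libraries of replicate 1 the share of unspliced and intergenic RNA was the highest in 6 of 6 groups, so a difference in the RNA or its preparation is a candidate explanation. Harvest at another time of day is argued against, since clock genes differed between replicate 1 and the others by less than most random lists (percentile 10.4 in shoots and 33.6 in roots of 10000 lists). No other biological explanation was tested, because the design gives replicates no condition.

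On chromosome 8, from 15736243 to 16193116, 12 loci on the minus strand were lower in ZRR than in ZMR (median log2 fold change -3.86, range -4.52 to -2.15), at a median of 3.33 FPKM in ZPR, 10.3 in ZMR and 0.267 in ZRR, while 5 other tested loci of this stretch were not called. The median of the 12 was 1.69 in ZMR/ZPR, above 0 in 12 of 12 with 0 DEGs by limma (773 loci of all tested had an unadjusted p under 0.05), and none was tested in shoots. The 12 deviated together within groups (median correlation 0.666, against 0.076 with 14 other loci lower on resupply), which is consistent with reads shared between near-identical copies, while joint regulation by Zn supply stays open and untested. Without ZRR 3, 6 of the 12 were called in ZRR/ZMR, so the share of that library cannot be told apart. Plant age and a separate start or harvest, which the design does not part from resupply, stay open too.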

How the results depend on the processing

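The fits limited to loci without a 0 beside a value above 1 FPKM or to loci with 2 or more exons, the list tests with the replicate block or without ZRS 1 or ZRR 3, and the fits without a library outside the comparison were chosen only after the result was seen, and the other alternatives were planned. No named gene reversed its direction in the fold changes compared, while the balance of higher and lower calls turned in ZMR/ZPR (10 and 0) with only the 6 libraries (22 and 25) or without ZRR 3 (23 and 28) and in ZRS/ZMS (3 and 11) without ZMS 2 (8 and 5). Of the values of named genes, 1129 kept their direction and side of the threshold over other alternatives, 57 fell below the threshold and 53 passed it, and with 1 library left out 447 kept it, 94 fell below and 5 passed. Named DEGs called under every alternative were 8 of 16 in ZMS/ZPS, 8 of 14 in ZRS/ZMS, 8 of 10 in ZMR/ZPR and 11 of 16 in ZRR/ZMR. Of the main results, 141 alternatives stayed within 1.5 times and 93 moved further. Leaving out a library outside a comparison keeps the fold changes of that comparison, so those moves come from the estimate of the spread. The cause of the other moves was not tested. Low depth may limit loci near 0.5 FPKM and the library ZRR 3, which was not tested as a cause of the moves.

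With zeros beside a value above 1 FPKM taken as missing, DEGs numbered 74 in ZMS/ZPS, 58 in ZRS/ZMS, 46 in ZRS/ZPS, 104 in ZMR/ZPR, 110 in ZRR/ZMR and 113 in ZRR/ZPR, with 31 recovered in shoots, 41 in roots and 21 in the interaction. These zeros numbered 9814, and 2863 with a minimum of 5 FPKM. With only loci free of such zeros, ZMS/ZPS had 18, ZRS/ZMS 14, ZRS/ZPS 6, ZMR/ZPR 23, ZRR/ZMR 31 and ZRR/ZPR 15, with 12 recovered in shoots, 14 in roots and 2 in the interaction. With only loci of 2 or more exons ZRS/ZPS had 0 and ZRR/ZPR 10. With all 18 libraries in 1 fit, ZRS/ZMS had 25, ZRS/ZPS 9, ZMR/ZPR 95, ZRR/ZMR 58 and ZRR/ZPR 98, with 24 recovered in roots. With only the 6 libraries of the comparison, ZRS/ZPS had 1, ZMR/ZPR 47 and ZRR/ZPR 8, with 7 recovered in shoots. A pseudocount of 0.1 gave 2 in ZRS/ZPS, and a pseudocount of 1 gave 2 in ZRS/ZPS and 3 in ZRR/ZPR. Without a filter ZRR/ZPR had 1 and the interaction 13, and with a mean FPKM of at least 1 ZRS/ZPS had 0, ZRR/ZPR 8 and the interaction 0 (limma, 850, 958 and 362 loci at an unadjusted p under 0.05 in the reported fits). FPKM rescaled to a common total gave 3 in ZRS/ZPS (2 higher, 1 lower). Quantile normalization gave 3 in ZRS/ZPS (2 and 1), 16 in ZMR/ZPR (11 and 5) and 4 in the interaction (1 and 3), and brought the median log2 fold change of all loci from -0.19 to 0.01 in ZRS/ZMS and from -0.16 to -0.01 in ZRS/ZPS. A robust fit with no trend gave 20 in ZMR/ZPR and 9 in ZRR/ZPR, and the sum of isoform FPKM 1 in ZRS/ZPS.

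With the replicate number as a block, ZMS/ZPS had 15 DEGs, all called without it, ZRS/ZMS had 10, all called without it, and ZMR/ZPR had 10, 9 of them called without it. The calls lost were those given beside their genes and Os05g0576600 in ZMS/ZPS (adjusted p = 0.0750), and the call gained was Os10g0162842 (log2 fold change 1.93, adjusted p = 0.0256), both chosen after their values were seen. It changed no other call in these comparisons, apart from the list calls given and, in ZMS/ZPS, ribosomal proteins (adjusted p = 0.0494, and 0.113 without it). In the other comparisons libraries share only a number (correlations of 0.425, 0.266 and 0.0692 in ZRS/ZPS, 0.30004, 0.202 and 0.0881 in ZRR/ZMR and 0.352, 0.201 and -0.0415 in ZRR/ZPR), as in the paired ones not every library correlated best with its own number, and the block gave 2 DEGs in ZRS/ZPS, 17 in ZRR/ZMR, 3 in ZRR/ZPR and 1 in the interaction. It left 8 recovered loci in shoots and 7 in roots. Lists past the threshold in ZRS/ZMS were 4 with the replicate block and 8 without. With an estimated correlation they were 0, 0, 0, 0, 3 and 0 in ZMS/ZPS, ZRS/ZMS, ZRS/ZPS, ZMR/ZPR, ZRR/ZMR and ZRR/ZPR, against 5, 8, 1, 7, 13 and 7. Without ZRS 1 or ZRR 3 they were 5, 7, 3, 7, 6 and 5. Mean correlations between replicates were 0.924, 0.928, 0.853, 0.875, 0.858 and 0.808 on raw FPKM and 0.912, 0.912, 0.895, 0.913, 0.913 and 0.904 by Spearman in ZPS, ZMS, ZRS, ZPR, ZMR and ZRR.

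With 1 library left out, from any group of the tissue or, for the interaction, from its +Zn and -Zn groups, the lowest and highest counts were 9 and 21 in ZMS/ZPS, 10 and 21 in ZRS/ZMS, 0 and 5 in ZRS/ZPS, 10 and 51 in ZMR/ZPR, 17 and 37 in ZRR/ZMR, 1 and 12 in ZRR/ZPR, 7 and 12 recovered in shoots, 5 and 12 in roots, and 1 and 4 in the interaction. With only libraries of the comparison left out, the highest were 15 in ZMS/ZPS, 18 in ZMR/ZPR and 32 in ZRR/ZMR, and the other limits were the same. The 51 of ZMR/ZPR without ZRR 3 held all 10 of the full fit, 23 were higher and 28 lower, and 37 were also called with only the 6 libraries. They held 5 members of the iron acquisition list and 1 of the methionine salvage list. Outside that list, Os03g0161800, similar to 1,2-dihydroxy-3-keto-5-methylthiopentene dioxygenase 2, was also called lower (limma, log2 fold change -1.13, adjusted p = 0.0419). In shoots under -Zn the call ended for OsZIP8 without any of the 6 libraries, for OsZIP4 without ZPS 1, 2 or 3 or ZMS 2 or 3, and for Os06g0566201 without ZPS 1, 2 or 3 or ZMS 1 or 2. In roots it ended for OsZIP4 without ZPR 1, 2 or 3 or ZMR 3 under -Zn, and on resupply for OsZIP4 without ZMR 1 or 3 or ZRR 1 or 2, for the locus of OsZIP9 and OsZIP5 without ZMR 1, 2 or 3 or ZRR 2, and for Os12g0568200 without ZMR 1, 2 or 3 or ZRR 2. Without a library outside the comparison, calls also ended in ZMS/ZPS for Os06g0566201, MSTRG.18312 and OsZIP4 (any of ZRS 1 to 3), OsZIP8 (ZRS 2) and Os05g0549700, Os10g0503300 and Os03g0293100 (ZRS 3), in ZRS/ZMS for OsNAAT1, Os03g0293100, Os06g0566201 and MSTRG.18312 (any of ZPS 1 to 3) and Os10g0503300 (ZPS 1 or 2), and in ZRR/ZMR for OsZIP4 and the locus of OsZIP9 and OsZIP5 (ZPR 2 or 3), Os12g0568200 (ZPR 2) and Os04g0617900 (any of ZPR 1 to 3). The calls of OsZIP10, Os04g0561500, Os04g0280500 and Os10g0328600 in ZMS/ZPS, ZRS/ZMS, ZMR/ZPR and ZRR/ZMR held under every alternative.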

Differences from the paper's values

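The paper reports 151 DEGs in ZMS/ZPS, 89 up-regulated and 62 down-regulated, where limma called 18, 13 and 5. It reports 227 in ZMR/ZPR, 117 and 110, where limma called 10, 10 and 0 (773 loci had an unadjusted p under 0.05). It reports 123 in ZRS/ZMS and 205 in ZRR/ZMR, where limma called 14 and 27. No alternative set before the data were examined brought these counts to within 1.5 times the paper's. The closest, zeros taken as missing, gave 74, 104, 58 and 110. That setting drops a 0 beside a value above 1 FPKM but keeps a group at 0 in all 3 libraries. It can therefore add calls at such loci, and its closeness to the paper's counts is no evidence for those calls. In ZMR/ZPR the calls were 60 higher and 44 lower with zeros taken as missing, 48 and 47 with all 18 libraries, and 22 and 25 with only the 6 libraries. The thresholds are the paper's, and the paper's test was Cuffdiff.

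For recovered genes the paper reports 32 up and then down in shoots and 14 down and then up, against 10 and 2, and 40 and 18 in roots, against 8 and 0. With zeros taken as missing the down-then-up counts were 18 in shoots and 19 in roots, within 1.5 times the paper's, and the up-then-down counts were 13 and 22. The other alternatives did not reach them. The paper's recovered loci in shoots and/or roots number 97, against 15, or 65 with zeros taken as missing, the only alternative within 1.5 times. The paper reports 569 loci responsive to -Zn and/or resupply, 360 to -Zn and 316 to resupply, against 42, 21 and 36, and no alternative came within 1.5 times. The paper gives a correlation between replicates of about 90%, against a mean of 93.8% on log2 values. On raw FPKM it was 87.4% and by Spearman 90.8%. The limit of 1.5 times is too wide to decide anything for a correlation, so it does not tell the scales apart.

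Of the 7 genes that the paper names as recovered in both tissues, 5 were recovered here in both, and OsZIP4 and OsZIP8 in roots only. In ZRS/ZMS, OsZIP4 was a DEG with zeros taken as missing, with all 18 libraries or without ZMS 1, and OsZIP8 with all 18 libraries, so that the paper's 7 genes were recovered in both tissues with all 18 libraries and 6 of them with zeros taken as missing. The paper names genes of methionine salvage as enriched among genes lower in -Zn roots, where limma called 0 of 9, and Os11g0484000 with all 18 libraries. The paper lists Os05g0278500 and Os06g0505501 among the DEGs of Table 4, where Os05g0278500 was called in ZMS/ZPS with zeros taken as missing and in ZRR/ZMR without ZRR 1, and Os06g0505501 in ZMR/ZPR with zeros taken as missing or with only the 6 libraries, and in ZRR/ZMR with zeros taken as missing. Os11g0684700 was called in ZRR/ZMR with zeros taken as missing, OsLAC11 in ZMR/ZPR with zeros taken as missing or all 18 libraries, OsLAC29 and Os01g0358700 in ZRR/ZMR with all 18 libraries, Os01g0923900 in ZRR/ZMR with only the 6 libraries, and Os04g0304400 in ZRR/ZMR with zeros taken as missing, with all 18 libraries, with the sum of isoform FPKM or, chosen after seeing the values, with only loci free of such zeros. Of the metallothionein and other genes that the paper calls recovered, Os12g0571000 was called in ZRR/ZMR with zeros taken as missing, with all 18 libraries or without ZRR 1, and Os03g0108300 in ZMS/ZPS with only the 6 libraries and in ZRS/ZMS without ZRS 1. MSTRG.30070 was called in ZMR/ZPR with all 18 libraries. Os06g0131300 was called in ZMR/ZPR with zeros taken as missing and in ZRR/ZMR with zeros taken as missing or without ZRR 1, and Os01g0693800 in both shoot comparisons with zeros taken as missing. Os02g0192700, Os03g0191900, Os04g0623901, Os10g0528400, Os07g0213800, Os08g0107800 and Os12g0570700, which the paper names as changed, were called under no alternative, the one without a filter included, and neither was Os08g0235800, a root gene of Table 2, in roots. The lack of a call does not show that these genes did not change. For Os03g0191900 the paper reports a qRT-PCR pattern similar to its RNA-seq. For Os10g0528400 and Os12g0570700 it cites an earlier study in which resupply also reversed the change. Without a library outside the comparison, fits chosen after seeing the values, Os11g0484000 and OsLAC11 were called in ZMR/ZPR (ZRR 3 left out), Os06g0131300 and Os06g0505501 in ZMR/ZPR (ZRR 1), Os11g0684700 and Os01g0923900 in ZRR/ZMR (ZPR 1 and ZPR 2) and Os03g0108300 in ZMS/ZPS (ZRS 1).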

Other observations

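The values without ZRS 1 or ZRR 3 and with the replicate block were chosen only after the result was seen. The lists and comparisons were set beforehand, when part of the paper's values had been seen. The hemoglobin and WRKY genes, chosen after their values were seen, are given as values without a test of their group.

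In roots, genes of iron acquisition and phytosiderophore synthesis were lower than in +Zn roots as a list by camera, both under -Zn (adjusted p = 8.43e-13) and after resupply (adjusted p = 2.59e-16). With an estimated correlation neither call held (adjusted p = 0.149 and adjusted p = 0.188). Both comparisons use the same 3 ZPR libraries, so they are not separate evidence, which holds for every list given in both. Of 12 tested, 0 were DEGs by limma in ZMR/ZPR (773 of all loci at an unadjusted p under 0.05) and 7 were lower when adjusted over the list alone. Without ZRR 3, which is outside that comparison and shares the estimate of the spread, OsYSL15, TOM1, OsNRAMP1, ENA1 and OsIRO2 were called (adjusted p = 0.00191, 0.00889, 0.00929, 0.0112 and 0.0297), as they were with only the 6 libraries compared. Over their other alternatives the adjusted p ranged from 0.00169 to 1. In ZRR/ZPR the median was -2.05 and 8 were lower when adjusted over the list alone, and in ZRR/ZMR the median was -0.19 (adjusted p = 0.103, and 0.00463 without ZRR 3, where the test pointed up). OsYSL15, a transporter of iron-phytosiderophore complexes, had 197 ± 37.7 FPKM (SD, n = 3) in ZPR, 33.6 ± 1.63 in ZMR and 67.8 ± 52.7 in ZRR (log2 fold change -2.52 in ZMR/ZPR, adjusted p = 1). TOM1, which exports phytosiderophores, had 139 ± 26.1, 33.2 ± 2.75 and 30.0 ± 15.8 (-2.04, adjusted p = 0.245). The metal transporter gene OsNRAMP1 had 110 ± 21.6, 23.7 ± 3.63 and 27.3 ± 11.7 (-2.18, adjusted p = 0.103). The regulator OsIRO2 had 79.1 ± 24.4, 19.0 ± 1.66 and 25.9 ± 12.3 (-1.99, adjusted p = 0.187), ENA1 29.8 ± 1.40, 8.63 ± 1.75 and 12.21 ± 5.46 (-1.75, adjusted p = 0.23), OsDMAS1 122 ± 41.0, 30.8 ± 8.22 and 31.4 ± 15.72 (-1.95, adjusted p = 0.314) and OsIRO3 22.7 ± 6.21, 6.96 ± 2.21 and 7.36 ± 4.08 (-1.64, adjusted p = 0.611). In shoots the list had 1 DEG under -Zn, OsNAAT1, and a median of 0.09 over 9 loci (adjusted p = 0.297), and a median of 0.15 in ZRS/ZPS (adjusted p = 0.00175, and adjusted p = 0.245 with an estimated correlation). The hemoglobin genes Os03g0234100 (5.14 ± 0.834 FPKM in ZPR, 0.347 ± 0.0954 in ZMR, log2 fold change -2.73, adjusted p = 0.054) and Os03g0234000 (3.19 ± 0.57 and 0.266 ± 0.154, -2.28, adjusted p = 0.125) and the WRKY gene Os05g0129800 (1.57 ± 0.278 and 0.165 ± 0.0228, -1.63, adjusted p = 0.054) did not pass the test in -Zn roots with all 9 root libraries. Without ZRR 3 the 3 were called (adjusted p = 0.00235, 0.0172 and 0.0367), the hemoglobin genes also with only the 6 libraries.

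The genes that the paper measured by qRT-PCR as miRNA targets in Fig. 6 did not pass the test over all loci in RNA-seq. OsLAC7 had 21.3 ± 2.28 FPKM in ZPR, 22.8 ± 4.90 in ZMR and 17.5 ± 10.5 in ZRR (0.08 under -Zn, adjusted p = 1). OsLAC9 had 58.6 ± 18.7, 52.3 ± 14.1 and 43.1 ± 27.8 (-0.15, adjusted p = 1), and the superoxide dismutase gene OsCSD2 211 ± 40.1, 101.3 ± 11.5 and 123 ± 37.6 (-1.05, adjusted p = 0.474, and 0.0147 when adjusted over the list alone). OsUCL16 had 38.6 ± 40.5, 82.5 ± 87.4 and 19.8 ± 20.5, OsUCL30 234 ± 5.77, 276 ± 51.5 and 209.9 ± 63.7 (0.22, adjusted p = 1) and OsORC6 6.17 ± 1.27, 7.48 ± 0.69 and 9.29 ± 4.73 (0.27, adjusted p = 1). In ZPS, ZMS and ZRS, OsLAC7 had 0.310 ± 0.110, 0.607 ± 0.285 and 0.496 ± 0.261 FPKM (0.43 under -Zn, adjusted p = 1, and -0.15 on resupply, adjusted p = 0.923) and OsORC6 1.12 ± 0.707, 1.86 ± 0.489 and 3.03 ± 4.51 (0.60 under -Zn, adjusted p = 1). The genes measured by qRT-PCR had a median of -0.45 over 10 loci in ZRR/ZMR (camera, adjusted p = 0.0263, and adjusted p = 0.16 with an estimated correlation, 0.347 without ZRR 3), and the targets in Table 3 -0.54 over 17 loci in ZRS/ZMS (0.025, and adjusted p = 0.402 with an estimated correlation). The study chose both lists. Over all tested loci the median in ZRS/ZMS was -0.19.

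Other lists passed the preset threshold without passing with an estimated correlation. Methionine salvage had a median of -0.05 in ZRR/ZPR (adjusted p = 0.00142, and adjusted p = 0.188 with an estimated correlation), and metallothioneins -1.40 (0.000222, and adjusted p = 0.329). HMA and MTP transporters (8 loci) had -0.17 in ZMR/ZPR (0.0295, and adjusted p = 0.179), -0.07 in ZRR/ZMR (0.0497, and adjusted p = 0.203, 0.252 without ZRR 3) and -0.31 in ZRR/ZPR (0.000222, and adjusted p = 0.188). Peroxidases (115 loci) had -0.18 in ZRR/ZMR (3.8e-05, and adjusted p = 0.0976, 0.055 without ZRR 3) and -0.11 in ZRR/ZPR (0.0139, and adjusted p = 0.434, 0.804 without ZRR 3). WRKY genes (52) had -0.21 in ZRR/ZMR (0.000103, and adjusted p = 0.267, 0.353 without ZRR 3) and passed in ZRR/ZPR (0.049, and adjusted p = 0.699, 0.804 without ZRR 3). Pathogenesis-related proteins (5) had -0.82 in ZRR/ZMR (0.0213, and adjusted p = 0.153, 0.14 without ZRR 3), alcohol dehydrogenases (43) -0.02 (0.0306, and adjusted p = 0.302, 0.734 without ZRR 3) and small blue copper proteins (32) -0.25 (0.0213, and adjusted p = 0.203, 0.537 without ZRR 3). In ZMS/ZPS the last list (26) had 0.29 (0.0139, and adjusted p = 0.144). In ZRS/ZMS, ribosomal proteins (272) had -0.37 (0.0187, and adjusted p = 0.737, 0.054 without ZRS 1), light-harvesting genes (12) 0.02 (0.0436, and adjusted p = 0.579, 0.458 without ZRS 1, 0.0645 with the replicate block) and phosphate starvation genes (5) 0.10 (0.0436, and adjusted p = 0.554, 0.0645 with the replicate block). Over all tested loci the median was -0.19 in ZRS/ZMS. In ZRR/ZPR ribosomal proteins (270) had 0.26 (0.00233, and adjusted p = 0.699, 0.76 without ZRR 3). The lowest adjusted p over all comparisons was 0.0554 for GRAS genes, 0.0839 for carbonic anhydrases, 0.123 for circadian clock genes, 0.113 for glutathione S-transferases, 0.365 for heat shock proteins, 0.447 for iron storage genes, 0.309 for superoxide dismutases and 0.388 for root markers.

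The log2 fold changes of ZMS/ZPS and ZRS/ZMS correlated at -0.538 across loci, which are not independent, against -0.390 in simulations of unchanged groups, and those of ZMR/ZPR and ZRR/ZMR at -0.482 against -0.409. The covariance was -0.110 in shoots (simulated -0.125, difference 0.0146) and -0.115 in roots (simulated -0.139, difference 0.0241).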
